# Unravelling the antitumor mechanism of Ocoxin through cancer cell genomics

**DOI:** 10.3389/fphar.2025.1540217

**Published:** 2025-03-19

**Authors:** Iera Hernandez-Unzueta, Uxue Telleria-Gonzalez, Ana María Aransay, José Ezequiel Martin Rodriguez, Eduardo Sanz, Joana Márquez

**Keywords:** Ocoxin, cancer, plant extract, ferroptosis, adjuvant, chemotherapy

## Abstract

Cancer is one of the leading causes of death worldwide. Many therapies are being used to treat this disease, however, new treatments are now being implemented, since they are not always effective and their secondary effects represent one of the main reasons for cancer patients’ loss of life quality during the progression of the disease. In this scenario, Ocoxin is a mixture of plant extracts, amino acids, vitamins and minerals, known for its antioxidant, anti-inflammatory and immunoregulatory properties, which has shown to exert antitumor effects in many cancers. The aim of this study is to elucidate the mechanism of action of the compound in colorectal cancer, triple negative breast cancer, pancreatic cancer and prostate cancer. Analyses performed through RNA sequencing revealed that the main effect of Ocoxin appears to be the alteration of cell metabolism, especially inducing the process of ferroptosis. Nevertheless, the modulation of the cell cycle was also remarkable. Ocoxin altered 13 genes in common in all the four cancers that were not only associated to metabolism and cell cycle but were also involved in the integrated stress response and unfolded protein response, suggesting that the compound causes the induction of cell death through several pathways. Although the mechanisms vary according to the type of cancer, this study highlights the potential of Ocoxin as an adjunctive treatment to improve outcomes in cancer therapy.

## 1 Introduction

Cancer poses a major challenge in our times, as it affects individuals all over the world, regardless of age, sex, race or socioeconomic status. Advances in research have led to a reduction of cancer-related deaths thanks to early detection methods and the improvement of treatments. However, cancer still poses a challenge to current medicine due to the limitations of therapies like toxicity and the fact that they occasionally become ineffective since tumors can develop resistance to them over time. In this context, radiotherapy and chemotherapy are the most extended remedies, which help to control tumor growth by destroying cancer cells, although they cause toxicity and weakness, resulting in a deterioration of patient’s health status. Additionally, less invasive methods are available, such as immunotherapy and targeted therapy, which reinforce and restore the immune system and target specific molecules, respectively. Still, these treatments can also cause side effects and tumors can develop resistance to them (Sarmento-Ribeiro et al., 2019; Labrie et al., 2022). Thus, further research is needed to develop more efficacious and less harmful treatments. As an alternative to prevent resistance and toxicity, combinations of several compounds are being administered to patients, which work together against cancer, each bringing their own unique strengths to bear on the disease (Woodring et al., 2023; Vladu et al., 2022). In this context, plant extracts obtained from seeds, leaves, roots or fruits are currently under investigation due to their demonstrated antitumor properties that target both cancer cells and the tumor microenvironment (Choudhari et al., 2020; Hosseini and Ghorbani, 2015; Pan et al., 2019; Rana et al., 2021; Xu et al., 2016; Khan et al., 2019; Masuelli et al., 2021). In fact, countless works report the capacity of flavonoids, polyphenols, vitamins, minerals and many other bioactive compounds to reduce tumor growth through numerous mechanisms, such as promoting apoptosis, blocking cell cycle checkpoints, inhibiting cell proliferation, reducing the migratory capacity, modulating the immune response and reducing the secretion of pro-tumoral factors, among others (Esmeeta et al., 2022; Lopes et al., 2017; Reed et al., 2018; Kim et al., 2021; Masuelli et al., 2021; Almatroodi et al., 2020; Khan et al., 2019; Zhang, W. et al., 2022; Zhang, Y. et al., 2023; Wang W. et al., 2023). In this regard, the possibility of combining first-line therapies used in clinics with these products is being studied. Indeed, certain natural compounds and their mixtures are already being administered to patients’ as adjuvants together with antitumor treatments, as they can enhance their effect (Harvie, 2014; Lee et al., 2021; Wang, S. et al., 2024; Farghadani and Naidu, 2022; Shi et al., 2023; Ng et al., 2022; Abadi et al., 2022; Talib et al., 2022; Chen, Z. et al., 2023). Besides, these supplements, as well as supporting nutrition, can help to mitigate adverse effects of treatments, such as loss of appetite, nausea and fatigue, thus improving tolerance to therapy and the patient’s quality of life (Harvie, 2014; Liu et al., 2021; Wang, K. et al., 2022). Green tea, for instance, is one of the most widely consumed beverages in the world that possesses many health benefits and may serve as a preventive element for cancer development. Its polyphenols, especially the epigallocatechin-3-gallate (EGCG), are known to protect against inflammation, inhibit tumor cell growth, modulate the secretion of metalloproteases and reduce the expression of immune checkpoint inhibitors, among others (Masuelli et al., 2021; Almatroodi et al., 2020). Similarly, many spices have shown antitumor effects against cancer: cinnamon induces apoptosis, impedes cell growth and hinders angiogenesis (Peng et al., 2024; Sadeghi et al., 2019); curcumin suppresses proliferation, enhances apoptosis and triggers mitochondrial stress in tumor cells (Abadi et al., 2022); ginger reduces cell viability, boosts cell death and modulates cytokine secretion (Mahomoodally et al., 2021); licorice also induces apoptosis, inhibits angiogenesis and impedes cell migration and invasion (Zhang, Y. et al., 2023); turmeric inhibits cell proliferation, promotes apoptosis and cell cycle arrest, and blocks Epithelial-Mesenchymal Transition (EMT) and invasion (Zhang, Y. et al., 2023; Wang X. et al., 2023). Likewise, some fruits like berries, grapes and many others, have shown beneficial effects against cancer by increasing cell death, causing cell cycle arrest and by reducing inflammation and the presence of Reactive Oxygen Species (ROS) (Masuelli et al., 2021; Esmeeta et al., 2022).

Related to this, Ocoxin is a mixture containing a combination of plant extracts (green tea, licorice, cinnamon), amino acids, minerals and vitamins. Although the compound was originally designed as a supplement to strengthen the immune system and to improve the general wellbeing of patients suffering from cancer and promote their overall health, several studies have reported its antitumor mechanisms. Briefly, Ocoxin showed to reduce tumor growth *in vitro* by decreasing cell proliferation, blocking cell cycle, augmenting apoptosis, modulating gene expression and altering the secretome of tumor cells while reducing chemoresistance and improving the effect of different chemotherapeutic drugs. Moreover, *in vivo* studies performed in mice revealed that, apart from reducing tumor volume, the natural supplement modulated the expression of secreted cytokines, diminished the infiltration of macrophages and Cancer Associated Fibroblasts (CAFs) and reduced angiogenesis (Hernandez-Unzueta et al., 2023; Hernandez-Unzueta et al., 2017; Benedicto et al., 2021; Márquez et al., 2016; Hernandez-Unzueta et al., 2019). Furthermore, several clinical trials have indicated the advantages of using Ocoxin together with cancer standard care therapies to alleviate side-effects and to improve the quality of life of patients (Shumsky et al., 2019; Fundora-Ramos et al., 2021; Kaidarova et al., 2019).

As we mentioned, extensive research has been performed on the antitumor effect of Ocoxin against both tumor cells and tumor microenvironment, which has permitted the comprehension of the biological processes in which the compound participates. However, much remains to be discovered about the underlying mechanisms and altered pathways that may be involved in the response to the treatment with Ocoxin. In order to gain a more complete understanding of how the natural mixture acts in the context of cancer, we have chosen to carry out RNA sequencing of the four cancer types mentioned above. This approach will allow us to identify which specific genes are altered in response to the compound and, in turn, help us to infer which biological pathways might be modified. This more detailed analysis will permit us to gain crucial insights into the possible mechanisms of action of Ocoxin in cancer and may provide a solid basis for future clinical studies and therapeutic developments.

## 2 Materials and methods

### 2.1 Cell culture

Four different human cancer cell lines were cultured to carry out this study: the colorectal adenocarcinoma (COAD) SW620 cell line, the pancreatic adenocarcinoma (PAAD) BxPC-3 cell line, the prostatic adenocarcinoma (PRAD) LNCaP cell line and the triple-negative breast cancer (TNBC) HCC-70 cell line (ATCC, Manasas, VA, United States). All the cell lines were cultured with RPMI-1640 medium supplemented with 10% Fetal Bovine Serum (FBS) and Penicillin-Streptomycin-Amphotericin B solution (Gibco, Waltham, MA United States) at 37°C and 5% CO2 in a humidified atmosphere.

### 2.2 Viability assays

In order to assess the effect of Ocoxin against the mentioned cancer cell lines, several viability assays were carried out. To start with, 7 × 10^4^ cells/mL were cultured onto 96-well plates under standard conditions. After 18 h, culture medium was removed and cells were treated with Ocoxin diluted (1:1000; 1:700; 1:500, 1:200, 1:100, 1:50, 1:25) in RPMI-1640 supplemented with 1% FBS for 24 h. Then, fresh Ocoxin was added again to the cells for another 24 h and cell viability was measured in the Fluoroscan Ascent (Thermo Labsystems, Waltham, MA, United States) with the Cell Counting Kit-8 (Sigma-Aldrich, St. Louis and Burlington, MO, United States) according to the manufacturer’s instructions. Finally, the half-maximal inhibitory concentration (IC50) of Ocoxin was established in all the cell lines to perform the following experiments.

### 2.3 mRNA sequencing for cancer cell gene expression analysis

Genetic alterations induced by Ocoxin were analyzed through mRNA sequencing in the previously mentioned human cancer cells. First, cells were cultured in 6-well plates under standard conditions at a concentration of 1.5 × 10^5^ cells/mL. After 18 h, each cell line was treated with the IC50 dose of Ocoxin in 1% FBS supplemented medium for 48 h as previously described. The selected doses were as follows: PAAD cells with 1:500 of Ocoxin, TNBC with 1:700 of Ocoxin, PRAD with 1:50 of Ocoxin and COAD with 1:700 of Ocoxin. Then, cells were washed with PBS, the total RNA of adhered cells was isolated with the Total RNA purification kit (Norgen, Thorold, ON, Canada) and the quantity and integrity of the RNA was evaluated using the Qubit™ RNA HS Assay Kit (Invitrogen, Waltham, MA, United States) and Agilent RNA 600 NanoChips (Agilent Technologies, Santa Clara, CA, United States).

Afterwards, sequencing libraries were prepared using the TruSeq^®^ Stranded mRNA Library Prep kit, TruSeq^®^ RNA Single Indexes and TruSeq^®^ RNA CD Index Plate (Illumina, San Diego, CA, United States). Then, in order to perform the mRNA sequencing, mRNA was purified, fragmented and primed for cDNA synthesis starting from 1 µg of total RNA with the SuperScriptTM II Reverse Transcriptase (Invitrogen, Waltham, MA, United States) for 10 min at 25°C, 15 min at 42°C, 15 min at 70°C and finished at 4°C. The second cDNA strand was synthesized with Illumina reagents at 16°C for 1 h, then A-tailing and adaptor ligation were performed and enrichment of libraries was achieved by PCR (30 s at 98°C; 15 cycles of 10 s at 98°C; 30 s at 55°C, 20 s at 72°C; 5 min at 72°C and pause at 4°C). Finally, libraries were visualized on an Agilent 2,100 Bioanalyzer using the Agilent High Sensitivity DNA kit (Agilent, Santa Clara, CA, United States) and quantified using QubitTM dsDNA HS DNA kit (Invitrogen, Waltham, MA, United States), quantified using Qubit™ dsDNA HS DNA kit (Invitrogen, Waltham, MA, United States) and sequenced in a NovaSeq 6,000 (Illumina, San Diego, CA, United States).

After, read adapter trimming was performed using fastp (OpenGene, 2022; Chen, 2023; Chen et al., 2018), alignment to reference genome hg38. bwa with STAR (Dobin et al., 2012; Dobin, 2022), PCR duplicates were removed from aligned BAM files with picard (Broad Institute MIT and Harvard, 2022; Dobin et al., 2012), and annotation followed by quantification of reads obtained through mRNAseq was got with SubRead’s FeatureCounts (Liao et al., 2013; Liao et al., 2022). Differential expression analysis was performed with the DESeq2 (Love et al., 2014) version 1.40.2 and the False Discovery Rate correction (FDR) was applied. Heatmaps were done with the library ComplexHeatmap version 2.16.0 (Gu, 2022; Gu et al., 2016).

### 2.4 Analysis of the differentially expressed genes

In order to elucidate whether all the genes altered by Ocoxin were involved in any particular cellular pathway, several analyses were performed by using various softwares based on different databases. First, a systematic analysis of gene functions altered by Ocoxin was performed in each cancer model according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa and Sato, 2020; Kanehisa and Yoko, 2024). KEGG comprises three databases (PATHWAY, GENES and LIGAND) and enables the analysis of gene functions, linking genomic and functional information. Second, a functional protein association network analysis was performed based on the genes altered by Ocoxin with the STRING software (version 12.0) (Szklarczyk et al., 2023; Snel et al., 2000), which obtains data from Biocarta, BioCyc, GeneOntology, KEGGa and Reactome dabatases in order to predict physical and functional interactions between proteins. Finally, a Venn diagram (Oliveros, 2007) was utilized so as to find whether there were any common altered genes between the four cancer models.

### 2.5 RT-qPCR

Afterwards, the expression level of the genes which were in common in all the four tumors was measured by quantitative reverse transcription polymerase chain reaction (RT-qPCR). Specifically the analyzed genes were: Adrenomedullin 2 (*ADM2*), ChaC glutathione specific gamma-glutamylcyclotransferase 1 (*CHAC1*), Extra spindle pole bodies like 1, separase (*ESPL1*), Heme oxygenase 1 (*HMOX1*), Kinesin family member 20A (*KIF20A*), Metallothionein 1F (*MT1F*), NAD(P)H quinone dehydrogenase 1 (*NQO1*), RAD54 like (*RAD54L*), Sestrin 2 (*SESN2*), Solute carrier family 30 member 1 (*SLC30A1*), Solute carrier family 39 member 10 (*SLC39A10*), Tribbles pseudokinase 3 (*TRIB3*) and Thioredoxin reductase 1 (*TXNRD1*). To do so, cancer cells were treated with Ocoxin for 48 h as previously described and the RNA was again extracted and its quality evaluated as previously described in Section 2.3. Subsequently, 2 μg of mRNA were retrotranscribed into cDNA using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, United States) and the RT-qPCR was performed using the Itaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, United States) on the CFX96 Real-Time System (Bio-Rad, Hercules, CA, United States) and the primers shown on Table 1 (Invitrogen, Waltham, MA, United States). Finally, the relative expression of each gene was standarized to the internal control gene actin beta (*ACTB*).

**TABLE 1:** Primers used for the RT-qPCR.

Gene	Primer	Sequence 5’-3’
*ACTB*	Forward Reverse	CATGTACGTTGCTATCCAGGC CTCCTTAATGTCACGCACGAT
*ADM2*	Forward Reverse	TACACGCAGTGCTGGTACG CTGCTCGTCCAGACATGGC
*CHAC1*	Forward Reverse	GAACCCTGGTTACCTGGGC CGCAGCAAGTATTCAAGGTTGT
*ESPL1*	Forward Reverse	GCTACTTAGTGTCTACCCCACA CAGCAGCATTCCGCAGTAAGA
*GAPDH*	Forward Reverse	ACAACTTTGGTATCGTGGAAGG GCCATCACGCCACAGTTTC
*HMOX1*	Forward Reverse	AAGACTGCGTTCCTGCTCAAC AAAGCCCTACAGCAACTGTCG
*KIF20A*	Forward Reverse	TTGAGGGTTAGGCCCTTGTTA GTCCTTGGGTGCTTGTAGAAC
*MT1F*	Forward Reverse	AATGTAGCAAATGGGTCAAGGTG TCTCCTGCACCTGCGCTGGT
*NQO1 *	Forward Reverse	GAAGAGCACTGATCGTACTGGC GGATACTGAAAGTTCGCAGGG
*RAD54L*	Forward Reverse	TTTACGCCAGAGTCCAGAGTG ATGAAGGCGGAAGGTCTCATA
*SESN2*	Forward Reverse	TCTTACCTGGTAGGCTCCCAC AGCAACTTGTTGATCTCGCTG
*SLC30A1*	Forward Reverse	GGACAACTTAACATGCGTGGA ACACAAAAATCCCCTTCAGAACA
*SLC39A10*	Forward Reverse	ACACCAGATTCTGACTGGCTT GAGGGGATTCTTGTTGGCCT
*TRIB3*	Forward Reverse	TACCTGCAAGGTGTACCCC GGTCCGAGTGAAAAAGGCGTA
*TXNRD1*	Forward Reverse	TAGGACAAGCCCTGCAAGACT CCCCAATTCAAAGAGCCAATGT

## 3 Results

### 3.1 Effect of Ocoxin on the viability of tumor cells

Ocoxin exhibited a dose-dependent cell viability reduction in all analyzed cell lines after 48 h of treatment. While PRAD cells showed to be quite resistant to Ocoxin up to the 1:50 dilution COAD, PAAD and TNBC were already affected by the natural supplement with the 1:1000 dilution (Figure 1). Approximately, IC50 was reached with the 1:700 dilution in TNBC and COAD cells, with the 1:500 dilution in PAAD cells and with the 1:50 dilution in PRAD cells (Figure 1).

**FIGURE 1:**
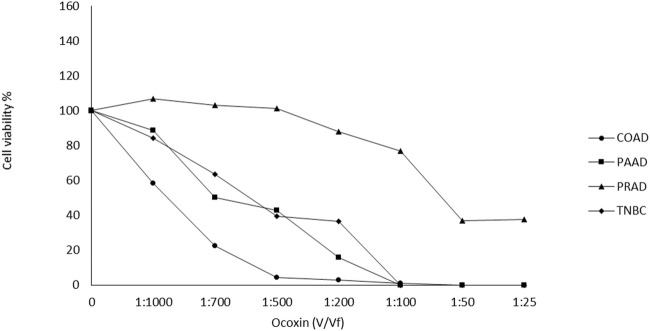
Effect of Ocoxin on the viability of tumor cells. Cancer cells were treated with different dilutions of Ocoxin for 48 h and cell viability was measured with the Cell Counting kit-8.

### 3.2 Effect of Ocoxin on the gene expression profile of tumor cells

In order to study whether the effect of Ocoxin on the viability of tumor cells is mediated by genomic alterations, an RNAseq analysis was performed. 

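RNA of 24 libraries was sequenced, 3 control and 3 Ocoxin-treated libraries for each of the 4 human cancer cell lines: SW620 for COAD, BxPC-3 for PAAD, LNCaP for PRAD and HCC-70 for TNBC. The treatment lasted 48 h, with Ocoxin diluted 700-fold for COAD and TNBC, 500-fold for PAAD and 50-fold for PRAD. The labels attach these dilutions to the control libraries as well, so controls were told apart by the letters C and O that Figure 5 explains. The authors trimmed the reads, aligned them to hg38, removed PCR duplicates and counted the reads on the exons of 58051 genes with featureCounts, and the values used here are these whole counts without normalization. The 6 PRAD libraries were counted in a separate run without the paired-end option, while the COAD, PAAD and TNBC libraries were counted with it. In COAD, PAAD and TNBC, genes with 2 counts were 2.99 to 3.01 times as many as genes with 1 count, against 0.491 times in PRAD, which shows that a fragment mostly gave 2 counts in those 3 cell lines and 1 count in PRAD. Expression levels were therefore not compared between PRAD and the other cell lines, and every change was measured between the control and the treated libraries of 1 cell line. Total counts per library ranged from 31265452 to 34397801 in COAD controls (median 32568735) and from 25160757 to 29670036 in COAD cells with Ocoxin (median 26881769). In PAAD they ranged from 31999019 to 33570493 in controls (median 32668040) and from 31101178 to 34231106 with Ocoxin (median 33172734). PRAD libraries had fewer counts, from 9156365 to 9520969 in controls (median 9170611) and from 9063968 to 9366436 with Ocoxin (median 9349116). TNBC libraries had the most, from 37601150 to 39009959 in controls (median 38445989) and from 36863490 to 38143771 with Ocoxin (median 37010936). No gene of a PRAD library exceeded 0.995 counts per exonic base, while the highest value per library reached 34.1 to 49 in the other cell lines. The counting did not use the strand, so genes that overlap others on either strand are uncertain. From these counts, lowly expressed genes were removed with edgeR's filterByExpr, libraries were scaled with TMM, and each cell line was tested alone with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment over the genes tested. Genes with an edgeR adjusted p under 0.05 are called altered, with no minimum fold change, since the methods name DESeq2 with a false discovery rate and the text gives no threshold. Choices that could change the numbers are the test, the scaling, the filter, the fit of each cell line alone, the threshold, and the use of the replicate number as a block.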

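The filter on low counts left 17659 genes to test in COAD, 17280 in PAAD, 17070 in PRAD and 17352 in TNBC. Replicates differed by a biological coefficient of variation of 6.3% in COAD, 6.84% in PAAD, 6.48% in PRAD and 6.28% in TNBC. Without adjustment, edgeR's test gave a p under 0.05 for 2818 genes in COAD, 3946 in PAAD, 3547 in PRAD and 5824 in TNBC. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, so the calls rest on the spread that edgeR shares across genes. The median absolute log2 fold change of the altered genes was 0.31 in COAD, 0.35 in PAAD, 0.54 in PRAD and 0.26 in TNBC. A change of at least 2-fold was found for 33 altered genes in COAD, 100 in PAAD, 124 in PRAD and 176 in TNBC. The altered genes made up 2.55% of the genes tested in COAD, 8.33% in PAAD, 2.98% in PRAD and 21% in TNBC.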

As shown on Table 2, Ocoxin deregulated the expression of many genes in all the tested cancer cell lines. The number of altered genes was remarkably higher in PAAD cells and in TNBC cells compared to the others. 

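Ocoxin altered 1440 genes in PAAD and 3644 genes in TNBC, against 451 in COAD and 508 in PRAD. The replicate numbers paired control and treated libraries in PAAD, PRAD and TNBC, and with the number as a block these counts rose to 3998, 1451 and 5878 genes. The alternative that lowered the counts of COAD, PAAD and TNBC most was DESeq2 with a minimum change of 2-fold, which left 19, 65 and 71 genes, against 160 in PRAD, so that the order of the cell lines changed.

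**Figure D1:**
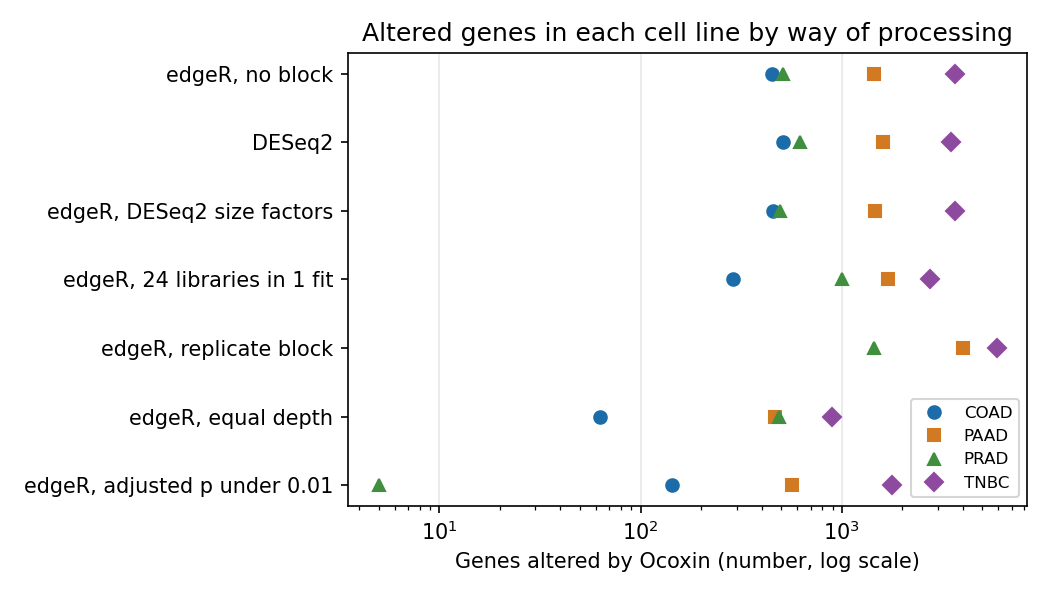
Number of genes altered by Ocoxin in each cell line (log scale) under 7 ways of processing the counts, with 1 symbol per cell line; the replicate block is drawn for PAAD, PRAD and TNBC. TNBC lies furthest to the right in each of these 7 ways, and PRAD ranges from 5 genes at an adjusted p under 0.01 to 1451 with the replicate block.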

Notably, TNBC exhibited the highest count of deregulated genes after the treatment with Ocoxin, with a total of 3,438 genes altered, followed by PAAD, which showed 1589 altered genes. 

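DESeq2, applied to the same counts, gave 3470 altered genes in TNBC and 1607 in PAAD, of which 3290 and 1360 were also altered with edgeR. With each library left out in turn, 2285 to 3864 genes were altered in TNBC and 641 to 1715 in PAAD. The lowest counts came without Ocoxin replicate 1 in TNBC (2285 genes) and without Ocoxin replicate 2 in PAAD (641 genes). The 2296 genes without control replicate 2 and the 2333 genes without Ocoxin replicate 2 in TNBC were also more than 1.5 times fewer, as were the 685 genes without Ocoxin replicate 1 and 800 without control replicate 2 in PAAD.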

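The smaller counts of altered genes depended on individual libraries. In PRAD, 3 genes passed the threshold without Ocoxin replicate 2, 7 without control replicate 2, 37 without control replicate 3, 100 without Ocoxin replicate 1 and 182 without control replicate 1, and at most 398 genes did in any fit that left out 1 library. In COAD the count fell to 121 genes without Ocoxin replicate 2, 138 without control replicate 2 and 140 without control replicate 1, and it rose to 782 without control replicate 3. DESeq2 called 511 genes in COAD and 619 in PRAD, and 413 and 397 of them were also called by edgeR.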

On the contrary, COAD and PRAD only showed 511 and 594 deregulated genes respectively. Besides that, in COAD, PAAD and TNBC, approximately 50% of the altered genes were upregulated and the other 50% were downregulated, while in PRAD 73% of the deregulated genes were overexpressed.

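Among the altered genes, 57.4% were upregulated in COAD (95% Wilson interval 52.8 to 61.9), 56.6% in PAAD (54 to 59.1), 80.5% in PRAD (76.8 to 83.7) and 46% in TNBC (44.4 to 47.6). These intervals cover only the number of genes, since genes are not independent of each other. In PRAD the share was 71.9% with DESeq2, 59.2% with the 24 libraries in 1 fit, 63.2% without the filter on low counts and 68.4% with the replicate block. After removal of a trend with gene length and GC content, a scaling chosen after the data were seen, 45.2% of the altered genes were upregulated in COAD and 35% in PRAD. Leaving out 1 library moved the share from 45.3% (without control replicate 3) to 80.2% (without Ocoxin replicate 2) in COAD, and from 79.1% to 100% in PRAD, where every gene left without Ocoxin replicate 2 or without control replicate 2 was upregulated.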

**TABLE 2:** Number of genes altered by Ocoxin in each cancer type.

COAD		PAAD		PRAD		TNBC	
511		1589		594		3,438	
50% ↓	50% ↑	44% ↓	56% ↑	27% ↓	73% ↑	55% ↓	45% ↑

↓ downregulated; ↑ upregulated.

Afterwards, the differentially expressed gene list was introduced in the KEGG mapper software to determine the KEGG pathways in which all the altered genes are implicated. Later, those pathways were classified according to the percentage of altered genes that belonged to that KEGG pathway versus the total number of deregulated genes in that cancer. As shown on Table 3 the majority of the differentially expressed genes were found to be involved in pathways related to metabolism, cancer and neurodegeneration in all the analyzed cancer types. However, in COAD and PRAD the cell cycle was one of the principal altered pathways, which was not present admist the most deregulated KEGG pathways in PAAD and TNBC.

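The cell cycle was examined with lists of 43 S phase genes and 54 G2/M genes, tested as sets with limma's camera at its preset correlation of 0.01 between genes. In COAD, 41 of 43 S phase genes and 53 of 54 G2/M genes decreased, with median log2 fold changes of -0.13 and -0.18 (camera adjusted p = 2.29e-14 and 4.41e-30). In PRAD, 43 of 43 and 53 of 54 genes decreased, with medians of -0.25 and -0.22 (camera adjusted p = 9.11e-27 and 8.48e-21). The medians were 0.02 and -0.03 in PAAD (camera adjusted p = 0.895 and 0.0945) and -0.02 and 0.00103 in TNBC (camera adjusted p = 0.659 and 0.985). With the replicate block, the G2/M set of PAAD passed the threshold (camera adjusted p = 0.0379, range over its alternatives 0.000616 to 0.808), as it did for the gene set test of G2/M in PAAD without control replicate 1 (0.00161) and without Ocoxin replicate 3 (0.000616). The difference between the response of PAAD and TNBC and that of COAD and PRAD was itself tested, with a median of 0.20 on the log2 scale for the S phase set and for the G2/M set (camera adjusted p = 1.05e-21 and 4.24e-19, fry adjusted p = 0.0037 and 0.00885). Within the 3 cell lines that were counted together, it was 0.14 and 0.16 (camera adjusted p = 1.87e-07 and 3.12e-10), and it did not pass with fry (fry adjusted p = 0.0725 and 0.0572) unless the replicate number was a block in PAAD and TNBC (fry adjusted p = 0.00845 and 0.00447), an alternative chosen after the data were seen. Of the 52 tests of 13 gene sets in 4 cell lines, 34 passed with camera, and 26 of these also passed with fry. With the correlation between genes estimated from the libraries, 4 passed: the metallothioneins in COAD and PAAD, the ATF4 targets in PAAD and the hypoxia genes in TNBC. The cell cycle sets were not among these 4, with camera adjusted p values from estimated correlation of 0.171 and 0.0655 in COAD and of 0.171 and 0.289 in PRAD, the highest over their alternatives, whose lowest values were 2.9e-18, 4.58e-41, 1.89e-35 and 2.6e-26. Under fry, the G2/M set of PRAD did not pass (fry adjusted p = 0.0859).

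**Figure D2:**
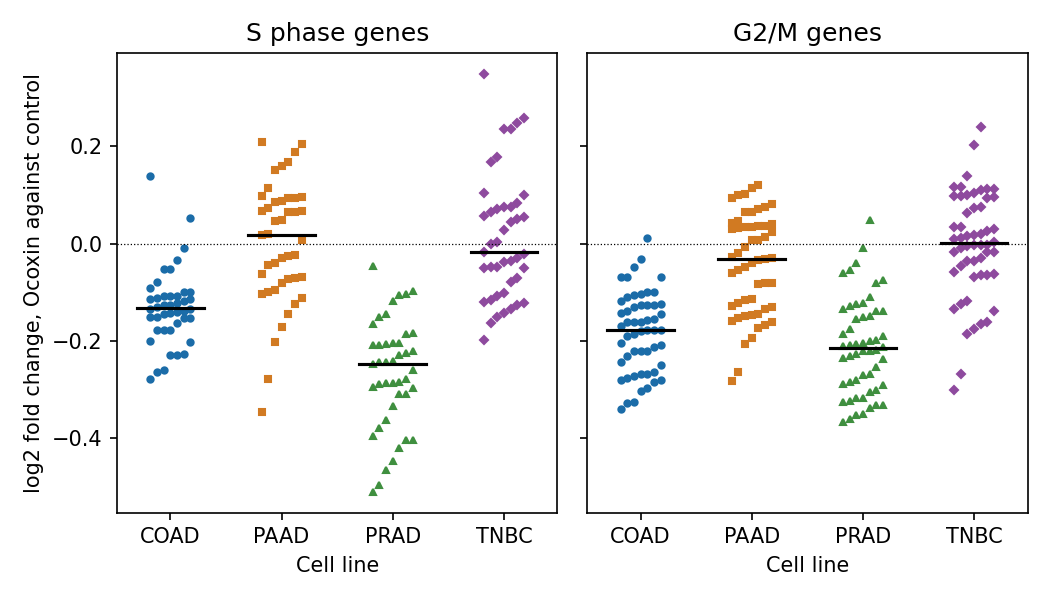
Log2 fold change between Ocoxin and control of each S phase gene (left) and G2/M gene (right) in the 4 cell lines; each point is 1 gene, spread sideways only for legibility, and the black line is the median. Nearly all points of COAD and PRAD lie under 0, while those of PAAD and TNBC lie on both sides of it.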

**TABLE 3:** Main KEGG pathways of each cancer in which all the genes altered by Ocoxin are implicated.

COAD	PRAD	PAAD	TNBC
hsa01100: Metabolic pathways	hsa01100: Metabolic pathways	hsa01100: Metabolic pathways	hsa01100: Metabolic pathways
hsa05200: Pathways in cancer	hsa04110: Cell cycle	hsa05200: Pathways in cancer	hsa05022: Pathways of neurodegeneration
hsa04110: Cell cycle	hsa05200: Pathways in cancer	hsa05022: Pathways of neurodegeneration	hsa05200: Pathways in cancer
hsa05022: Pathways of neurodegeneration	hsa04151: PI3K- Akt signaling pathway	hsa04151: PI3K- Akt signaling pathway	hsa04714: Thermogenesis
hsa05206: MicroRNAs in cancer	hsa05022: Pathways of neurodegeneration	hsa04010: MAPK signaling pathway	hsa05208: Chemical carcinogenesis - reactive oxygen species
hsa04060: Cytokine- cytokine receptor interaction	hsa05208: Chemical carcinogenesis - reactive oxygen species	hsa04060: Cytokine- cytokine receptor interaction	hsa04151: PI3K- Akt signaling pathway
hsa05202: Transcriptional misregulation in cancer	hsa04814: Motor proteins	hsa04810: Regulation of actin cytoskeleton	hsa04010: MAPK signaling pathway
hsa04217: Necroptosis	hsa04510: Focal adhesion	hsa04015: Rap1 signaling pathway	hsa05205: Proteoglycans in cancer
hsa04814: Motor proteins	hsa04218: Cellular senescence	hsa05205: Proteoglycans in cancer	hsa04144: Endocytosis
hsa04210: Apoptosis	hsa04115: p53 signaling pathway	hsa05206: MicroRNAs in cancer	hsa04510: Focal adhesion
hsa03013: Nucleocytoplasmic transport	hsa01240: Biosynthesis of cofactors	hsa04144: Endocytosis	hsa04141: Protein processing in endoplasmic reticulum
hsa04115: p53 signaling pathway	hsa05207: Chemical carcinogenesis - receptor activation	hsa04148: Efferocytosis	hsa04810: Regulation of actin cytoskeleton
hsa03040: Spliceosome	hsa04360: Axon guidance	hsa04510: Focal adhesion	hsa05206: MicroRNAs in cancer
hsa04151: PI3K- Akt signaling pathway	hsa03030: DNA replication	hsa05417: Lipid and atherosclerosis	hsa04015: Rap1 signaling pathway
hsa05207: Chemical carcinogenesis - receptor activation	hsa05202: Transcriptional misregulation in cancer	hsa04714: Thermogenesis	hsa00190: Oxidative phosphorylation
hsa04978: Mineral absorption	hsa04144: Endocytosis	hsa05202: Transcriptional misregulation in cancer	hsa04814: Motor proteins
hsa04510: Focal adhesion	hsa05205: Proteoglycans in cancer	hsa04814: Motor proteins	hsa04218: Cellular senescence
hsa05205: Proteoglycans in cancer	hsa04010: MAPK signaling pathway	hsa05418: Fluid shear stress and atherosclerosis	hsa05417: Lipid and atherosclerosis
hsa04621: NOD- like receptor signaling pathway	hsa04210: Apoptosis	hsa04217: Necroptosis	hsa03010: Ribosome
hsa04657: IL- 17 signaling pathway	hsa04141: Protein processing in endoplasmic reticulum	hsa04150: mTOR signaling pathway	hsa04530: Tight junction

In addition to the aforementioned pathways, PAAD, PRAD and TNBC exhibited differentially expressed genes involved in the MAPK signaling pathway and PI3K-Akt signaling pathways; however, in COAD those pathways were relegated. Moreover, all the 4 cell lines showed alterations in motor proteins, in cancer-related proteoglycans and in genes involved in the focal adhesion and also pathways of miRNAs were found to be deregulated in COAD, PAAD, and TNBC. In turn, many other pathways were, as well, altered in two of the 4 cell lines like for instance the protein processing in endoplasmic reticulum (ER), which was altered in breast and PRAD, and also the p53 signaling pathway and the transcriptional misregulation in cancer in prostate and COAD.

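A set of ER chaperones and folding enzymes was tested for the ER part of this statement, and 29 of its genes were tested in PRAD. In PRAD, 24 of the 29 genes increased, with a median log2 fold change of 0.05 (camera adjusted p = 0.00866), whereas the median was -0.12 in TNBC, where 12 genes were downregulated and 4 upregulated (camera adjusted p = 0.0069). The median was also negative in PAAD, at -0.11 (camera adjusted p = 0.0103), and close to 0 in COAD, at -0.03 (camera adjusted p = 0.206). The PRAD median lost its sign after the removal of a trend with gene length and GC content (-0.000781, camera adjusted p = 0.0653, range over its alternatives 0.00333 to 0.482). Its call was also lost for the gene set test of ER chaperones in PRAD without control replicate 2 (0.0604) and without Ocoxin replicate 1 (0.0751), and for the gene set test of ER chaperones in PAAD without control replicate 2 (0.0708). Under fry, no cell line passed, with fry adjusted p values of 0.087 in PAAD, 0.0559 in PRAD and 0.0511 in TNBC, where the ranges over the alternatives were 0.000812 to 0.369 in PAAD and 0.000529 to 0.411 in TNBC.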

### 3.3 Metabolic genes altered by Ocoxin shared between the cancer models

Since the principal pathways altered by Ocoxin were involved in metabolic processes, we compared whether COAD, PAAD, PRAD and TNBC shared the same altered genes related to cell metabolism through a Venn diagram. 

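CHAC1 (ENSG00000128965) lies on chromosome 15 of hg38 from 40952962 to 40956519, HMOX1 (ENSG00000100292) on chromosome 22 from 35380361 to 35394214 and NQO1 (ENSG00000181019) on chromosome 16 from 69706996 to 69726951. The log2 fold change of CHAC1 was 0.65 in COAD, 1.38 in PAAD, 1.03 in PRAD and 0.21 in TNBC, with standard errors of 0.136, 0.11, 0.113 and 0.0611 and edgeR adjusted p values of 0.0116, 1.23e-06, 0.0126 and 0.0283. HMOX1 changed by 0.74, 0.69, 1.82 and 0.31 in the same order (standard errors 0.161, 0.207, 0.259 and 0.0672), with edgeR adjusted p values of 0.0143, 0.0521, 0.0201 and 0.00605. For HMOX1 in PAAD, the edgeR adjusted p was 0.0028 with the replicate block and 0.0179 without Ocoxin replicate 3, within a range of 0.0028 to 0.347 over its alternatives. NQO1 changed by 0.21, 0.26, 0.80 and 0.11 (standard errors 0.0508, 0.0502, 0.061 and 0.0358), with edgeR adjusted p values of 0.0282, 0.005, 0.00623 and 0.0429. Leaving out Ocoxin replicate 2 lost the PRAD calls of CHAC1, HMOX1 and NQO1, at edgeR adjusted p values of 0.088, 0.0967 and 0.0652, and HMOX1 in PRAD was also lost without each control replicate in turn (0.056, 0.0861 and 0.0668). In COAD, CHAC1 and HMOX1 were lost without control replicate 1 (edgeR adjusted p = 0.0887 and 0.1), CHAC1 in COAD also without Ocoxin replicate 2 (0.0502), and NQO1 in 4 of the 6 fits, at most at 0.187 without control replicate 2. In TNBC, CHAC1 was lost in 4 of the 6 fits, at most at an edgeR adjusted p of 0.132 without Ocoxin replicate 1, and NQO1 in 6 of 6, at most at 0.122 without control replicate 2.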

Figure 2 shows that Ocoxin deregulated three genes in common in all the four cancers: *CHAC1*, *HMOX1* and *NQO1*. Moreover, it was remarkable that PAAD and TNBC shared 67 genes (14%) involved in metabolic pathways, while the rest of paired comparisons shared less than 20 except for PRAD and TNBC, that shared 27 genes (6%). Thus, a more in-depth analysis was performed about those 67 metabolic genes by using the STRING software considering all the genes gathered in the “hsa01100: metabolic pathway” KEGG identifier. The network present in Figure 3 showed that all the genes were linked between them. However, five specific metabolic processes could be identified in the protein-protein interaction network: protein lysine methyltransferases methylate histone lysines, the citric acid cycle and respiratory electron transport and metabolism of nucleotides, lipids and carbohydrates.

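Of the 62 genes legible in Figure 3, all tested in PAAD and TNBC, 27 were upregulated and 26 downregulated in PAAD, and 22 were upregulated and 38 downregulated in TNBC. As a set, they moved down in TNBC (camera adjusted p = 1.58e-05) and showed no common direction in PAAD (camera adjusted p = 0.622). The authors chose these genes on the same libraries, so their number past the threshold is not independent evidence.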

**FIGURE 2:**
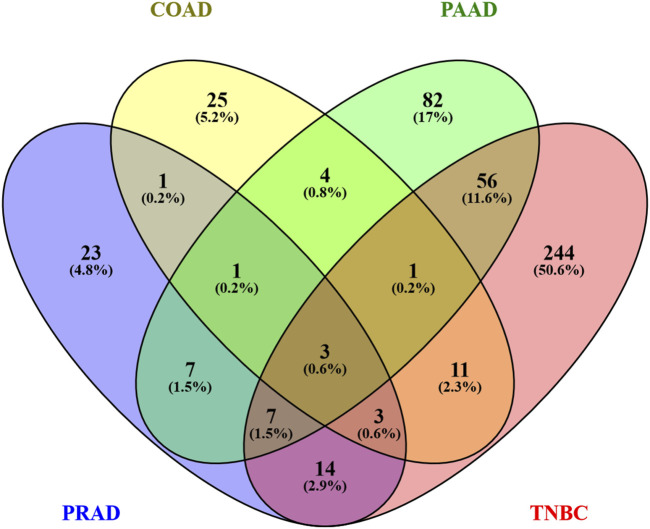
Venn diagram of genes altered by Ocoxin in COAD, PAAD, PRAD, and TNBC that were involved in metabolic pathways. All the genes related to metabolic processes according to the KEGG mapper were included in a Venn diagram in order to compare similarities between the four cancers.

**FIGURE 3:**
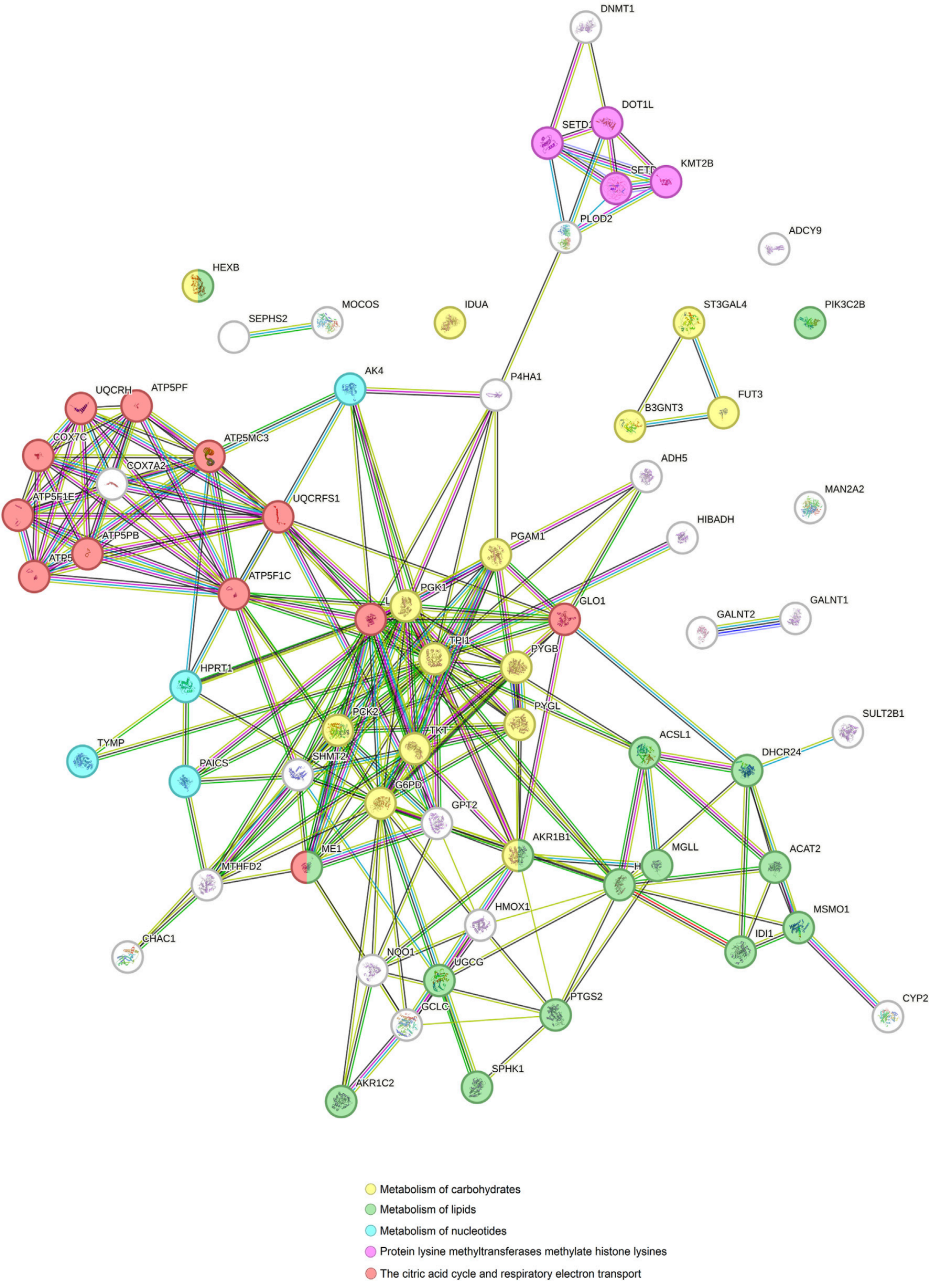
Protein-protein interaction network of genes involved in metabolic processes altered by Ocoxin in common in PAAD and TNBC. All the genes related to metabolic processes altered by Ocoxin in TNBC and PAAD were analyzed through the STRING software in order to analyze the relation between them.

### 3.4 Genes altered by Ocoxin shared between the cancer models

Bearing in mind that the four analyzed cancers showed similar altered pathways with the KEGG software, a Venn diagram was utilized in order to determine whether any of the altered genes are shared among the different cancers. As Figure 4 shows, paired comparisons of the genes deregulated by Ocoxin revealed that most of the cancers shared around 5% of the altered genes with each other, while PAAD and TNBC shared 14% of them. Furthermore, 13 genes were found to be altered in common in the four cancers (Figure 4): *ADM2*, *CHAC1*, *ESPL1*, *HMOX1*, *KIF20A*, *MT1F*, *NQO1*, *RAD54L*, *SESN2*, *SLC30A1*, *SLC39A10*, *TRIB3* and *TXNRD1* (Table 4). Moreover, as shown in the heatmap of Figures 5, 11 of those genes were equally deregulated in all the samples, that is, nine genes (*ADM2*, *CHAC1*, *HMOX1*, *MTF1*, *NQO1*, *SESN2*, *SLC30A1*, *TRIB3* and *TXNRD1*) were upregulated and 2 (*KIF20A* and *SLC39A10*) downregulated. 

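PAAD and TNBC shared 517 altered genes, 11.3% of the 4567 genes altered in at least 1 of both, and 429 of the 517 (83%, 95% Wilson interval 79.5 to 86) changed in the same direction. Among genes tested in all 4 cell lines, 429 were shared by PAAD and TNBC, where 10000 random draws of as many genes matched on expression in 10 groups gave 291 on average and at most 337 (permutation p = 1e-04, the smallest possible). By the same comparison, 145 were shared by PRAD and TNBC against 90.7 on average, 68 by PAAD and PRAD against 32, and 29 by COAD and PRAD against 10.3 (permutation p = 1e-04 each). COAD and PAAD shared 51 against 32.9 (permutation p = 9e-04) and COAD and TNBC 111 against 98.4 (permutation p = 0.07). The draws treat genes as independent of each other and are not matched on gene length. Across genes, the log2 fold change correlated with length (Spearman 0.2 in PAAD, 0.35 in TNBC and -0.23 in COAD). The permutation p values therefore do not cover co-regulated genes, gene length or the spread between libraries. PRAD and TNBC shared 160 genes (4.01%), PAAD and PRAD 72 (3.84%), COAD and PAAD 68 (3.73%), COAD and TNBC 135 (3.41%) and COAD and PRAD 30 (3.23%). Of the genes shared by COAD and TNBC, 34.1% changed in the same direction, against 96.7% for COAD and PRAD. With DESeq2, PAAD and TNBC shared 616 genes (13.8%), and with the replicate block 1970. With the library of 1 replicate number left out in each cell line, 184 to 591 genes were shared, with 184 without Ocoxin replicate 2, 194 without Ocoxin replicate 1, 240 without control replicate 2 and 278 without control replicate 1 for the genes altered in both PAAD and TNBC.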

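Of the 13 genes of Table 4, 6 were altered in all 4 cell lines with edgeR: ADM2, CHAC1, NQO1, SLC39A10, TRIB3 and TXNRD1. No other gene was altered in all 4 among the 5138 genes altered in at least 1 cell line, and random draws of as many genes gave 0.276 common genes on average and at most 5 (permutation p = 1e-04, the smallest possible). These draws have the limits given above. The other genes of Table 4 missed the threshold of edgeR in 1 or 2 cell lines, with adjusted p values from 0.0521 to 0.0878. HMOX1 and RAD54L missed it in PAAD, MT1F, SESN2, SLC30A1 and ESPL1 in PRAD, and KIF20A in PRAD and TNBC. With DESeq2, 12 genes were altered in all 4 cell lines, the 13 of Table 4 except HMOX1. With the replicate block in PAAD, PRAD and TNBC, each of the 13 genes was altered in these 3 cell lines. With the library of 1 replicate number left out in each cell line, the number of common genes ranged from 0 without Ocoxin replicate 2 and without control replicate 3 to 8.

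**Figure D3:**
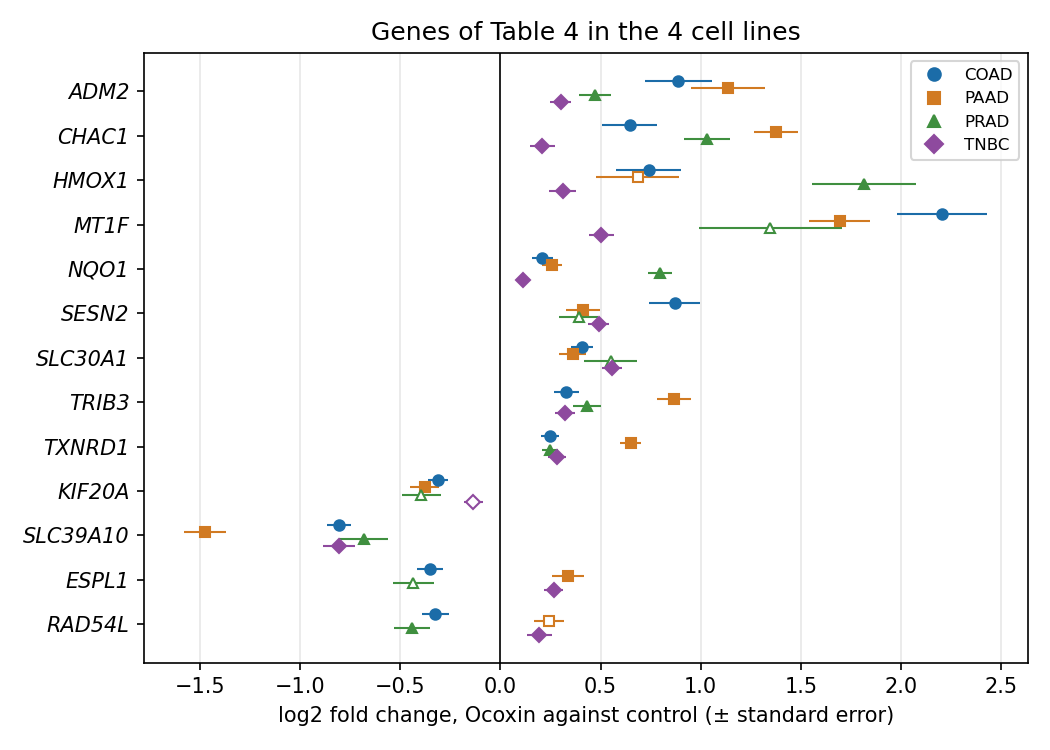
Log2 fold change between Ocoxin and control, with its standard error, of the 13 genes of Table 4 in the 4 cell lines; filled symbols have an edgeR adjusted p under 0.05 and open symbols do not. For 11 genes the 4 cell lines lie on the same side of 0, while ESPL1 and RAD54L lie above 0 in PAAD and TNBC and under 0 in COAD and PRAD.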

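ADM2 (ENSG00000128165, chromosome 22 of hg38, 50481556 to 50486440) had log2 fold changes of 0.89 in COAD, 1.14 in PAAD, 0.47 in PRAD and 0.30 in TNBC, with standard errors of 0.168, 0.186, 0.0816 and 0.0525 and edgeR adjusted p values of 0.00582, 0.00135, 0.0305 and 0.00178. SESN2 (ENSG00000130766, chromosome 1, 28259527 to 28282491) changed by 0.87, 0.41, 0.39 and 0.49 (standard errors 0.126, 0.0836, 0.0962 and 0.0527; edgeR adjusted p = 0.000489, 0.00652, 0.0764 and 6.64e-05). TRIB3 (ENSG00000101255, chromosome 20, 362835 to 397559) changed by 0.33, 0.87, 0.43 and 0.32 (standard errors 0.0625, 0.0852, 0.0714 and 0.0504; edgeR adjusted p = 0.00666, 1.12e-05, 0.029 and 0.000989). TXNRD1 (ENSG00000198431, chromosome 12, 104215779 to 104350305) changed by 0.25, 0.65, 0.25 and 0.28 (standard errors 0.0457, 0.0529, 0.0392 and 0.0441; edgeR adjusted p = 0.00441, 1.51e-06, 0.0257 and 0.000843). MT1F (ENSG00000198417, chromosome 16, 56657694 to 56660698), a metallothionein whose value is uncertain because near-identical paralogs share its reads, changed by 2.21, 1.69, 1.35 and 0.50 (standard errors 0.225, 0.151, 0.357 and 0.063; edgeR adjusted p = 3.85e-06, 3.48e-06, 0.0878 and 0.000193). In PRAD, the edgeR adjusted p with the replicate block was 0.032 for SESN2 (range over its alternatives 0.00041 to 0.212) and 0.00844 for MT1F (0.000168 to 0.234), and without Ocoxin replicate 3 it was 0.038 for SESN2 in PRAD and for MT1F in PRAD. The PRAD calls of ADM2, TRIB3 and TXNRD1 were lost in 5 of the 6 fits that left out 1 library, at most at edgeR adjusted p values of 0.127, 0.122 and 0.111 without Ocoxin replicate 2. In COAD, ADM2 and TRIB3 were lost without Ocoxin replicate 2 (edgeR adjusted p = 0.0695 and 0.0699), and TRIB3 in COAD also without control replicate 2 (0.052).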

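ESPL1 (ENSG00000135476) lies on chromosome 12 of hg38 from 53268299 to 53293643, and RAD54L (ENSG00000085999) on chromosome 1 from 46247688 to 46278473, where 25.1% of its exonic bases are shared with other genes. Normalized counts (CPM) of ESPL1 fell from 181 ± 12.3 to 141 ± 12.8 in COAD (mean ± SD, n = 3) and from 125 ± 1.04 to 92.4 ± 14.4 in PRAD, and rose from 37.7 ± 3.81 to 47.6 ± 2.38 in PAAD and from 76.9 ± 2 to 92.5 ± 4.71 in TNBC. The log2 fold changes were -0.35, -0.44, 0.34 and 0.27 (standard errors 0.0645, 0.101, 0.0786 and 0.0483), with edgeR adjusted p values of 0.00775, 0.0656, 0.0146 and 0.00231. For RAD54L, the log2 fold changes were -0.33 in COAD, -0.44 in PRAD, 0.24 in PAAD and 0.19 in TNBC (standard errors 0.0665, 0.0908, 0.0733 and 0.062), with edgeR adjusted p values of 0.0098, 0.0479, 0.0535 and 0.0419. With the replicate block, the edgeR adjusted p was 0.023 for ESPL1 in PRAD (range over its alternatives 0.00105 to 0.154) and 0.00378 for RAD54L in PAAD (0.00378 to 0.357). Leaving out 1 library moved ESPL1 across the threshold in COAD without Ocoxin replicate 2 (edgeR adjusted p = 0.0772), in PAAD without control replicate 1 (0.0642) and for ESPL1 in PRAD without Ocoxin replicate 1 (0.0427). RAD54L in COAD was lost without control replicate 1 or 2 (edgeR adjusted p = 0.051 and 0.0847), and RAD54L was lost in 5 of the 6 fits in PRAD and in TNBC, at most at 0.188 and 0.173 without Ocoxin replicate 2.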

On the contrary, two more genes (*ESPL1* and *RAD54L*) showed to be upregulated PRAD and TNBC, and downregulated in COAD and PRAD (Figure 5).

**FIGURE 4:**
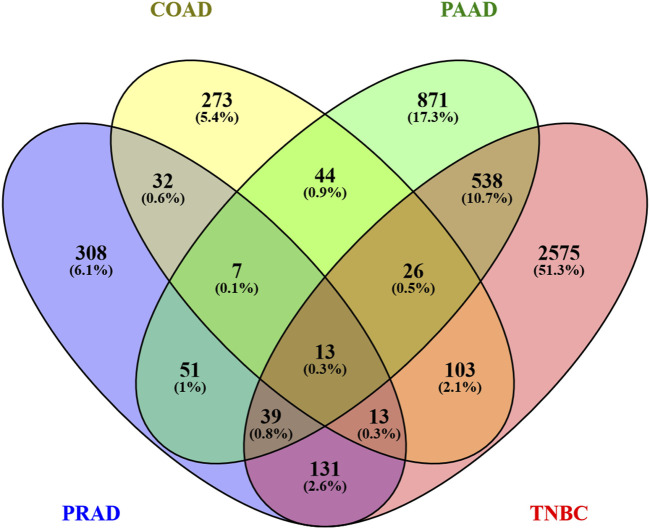
Venn diagram of all the genes altered by Ocoxin in COAD, PAAD, PRAD and TNBC. All the list genes deregulated by Ocoxin were gathered in a Venn diagram.

**TABLE 4:** Genes altered in common by Ocoxin in COAD, PAAD, PRAD and TNBC.

Symbol	Name
*ADM2*	Adrenomedullin 2
*CHAC1*	ChaC glutathione specific gamma-glutamylcyclotransferase 1
*ESPL1*	Extra spindle pole bodies like 1, separase
*HMOX1*	Heme oxygenase 1
*KIF20A*	Kinesin family member 20A
*MT1F*	Metallothionein 1F
*NQO1*	NAD(P)H quinone dehydrogenase 1
*RAD54L*	RAD54 like
*SESN2*	Sestrin 2
*SLC30A1*	Solute carrier family 30 member 1
*SLC39A10*	Solute carrier family 39 member 10
*TRIB3*	Tribbles pseudokinase 3
*TXNRD1*	Thioredoxin reductase 1

**FIGURE 5:**
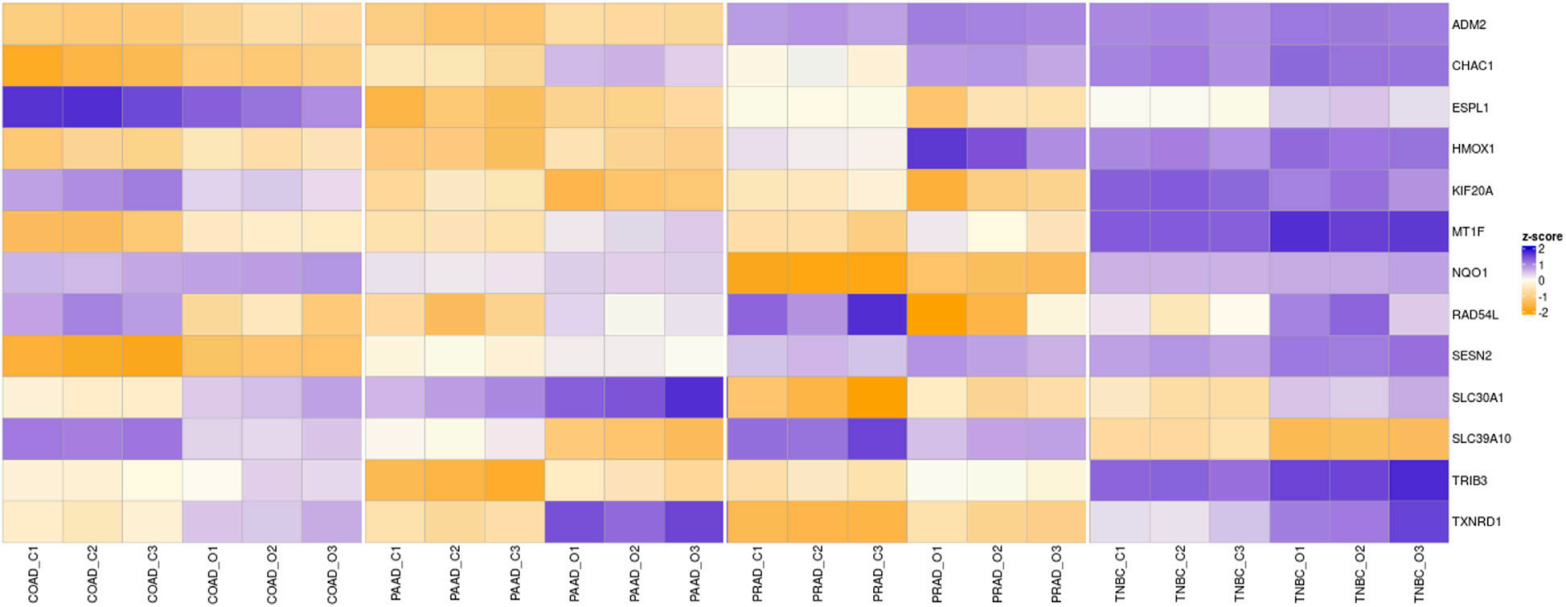
Overview of the RNAseq. The heatmap shows the Z-score of the genes commonly altered by Ocoxin in all the four analyzed cancers. The compound upregulated *ADM2*, *CHAC1*, *HMOX1*, *MTF1*, *NQO1*, *SESN2*, *SLC30A1*, *TRIB3* and *TXNRD1* and downregulated KIF20A and SLC39A10 in all the cancers compared to the untreated samples. *ESPL1* and *RAD54L* were upregulated in PAAD and TNBC and downregulated in PRAD and COAD. Three samples were analyzed for each treatment condition and cancer (C: Control, O: Ocoxin).

Later, the expression level of those 13 genes deregulated by Ocoxin in the four cancers was validated through RT-qPCR. As shown in Figure 6, *ADM2*, *CHAC1*, *HMOX1*, *MT1F*, *NQO1*, *SESN2*, *SLC30A1*, *TRIB3,* and *TXNRD1* were all upregulated in all the cancers while KIF20A and SLC39A10 were downregulated. Conversely, *ESPL1* and *RAD54L* showed a different alteration pattern among the tumors being both upregulated in PAAD and TNBC and downregulated in COAD and PRAD.

**FIGURE 6:**
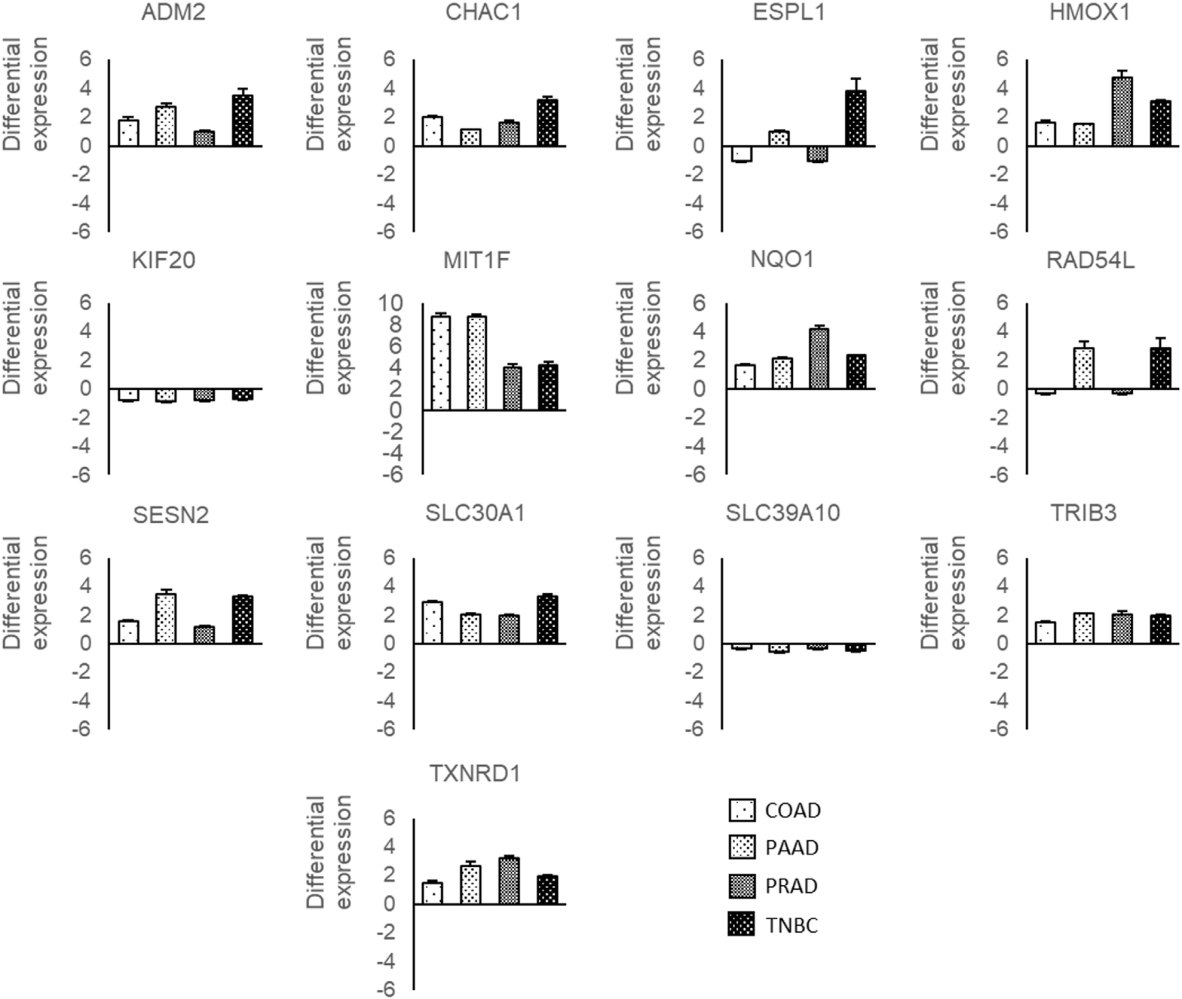
RT-qPCR of genes deregulated by Ocoxin in common in COAD, PAAD, PRAD and TNBC. Cancer cells were treated with the chosen dose of Ocoxin for 48 h (1:700 for COAD, 1:500 for PAAD, 1:50 for PRAD and 1:700 for TNBC), total mRNA was extracted and a RT-qPCR was carried out. Data were normalized to the actin beta expression of each tumor.

Afterwards, to further understand what the common genes altered by Ocoxin in TNBC, PAAD, PRAD and COAD are involved in, a protein-protein interaction analysis was performed through STRING. Figure 7 shows that the 13 proteins can be classified in three independent groups which are related to four protein biological functions. The first group is comprised of the proteins, TXNRD1, HMOX1 and NQO1, which are involved in the detoxification of Reactive Oxygen Species (ROS) and are related to MT1F, SLC30A1 and SCL39A10, proteins involved in Zinc homeostasis. The second group, constituted by ADM2, TRIB3, CHAC1 and SESN2, is involved in the unfolded protein response (UPR) and finally the third group contains KIF20A, RAD54L and ESPL1, which are involved in the cell cycle.

**FIGURE 7:**
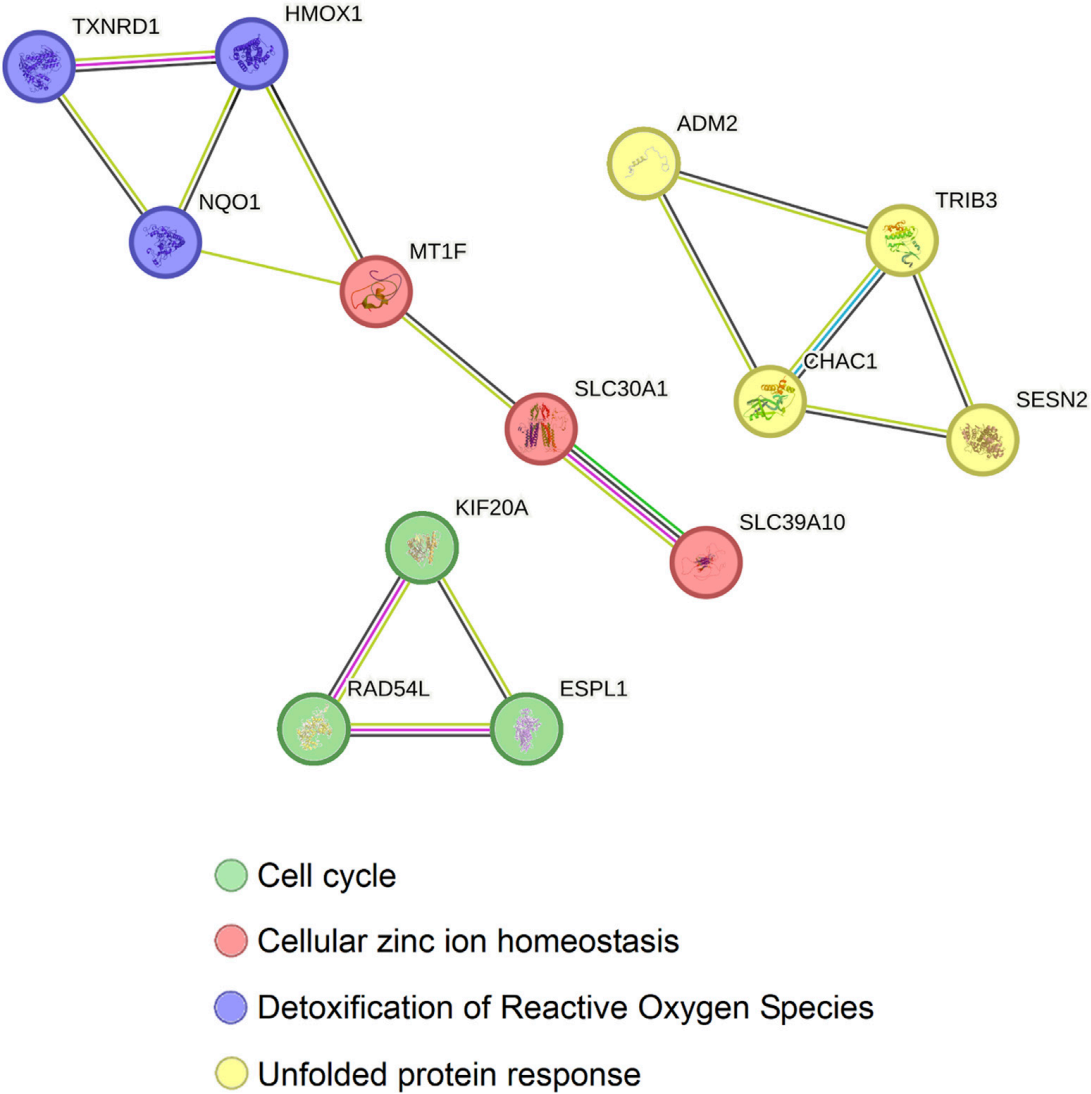
Protein-protein interaction between the 13 genes commonly altered by Ocoxin in COAD, PAAD, PRAD, and TNBC. All the genes altered by Ocoxin in common in the four cancers were analyzed through the STRING software in order to analyze the relation between them. Gene interactions were classified in three independent groups with four biological functions.

Afterwards, in order to examine the potential correlation between those proteins, we increased the number of predicted nodes and observed that all the proteins show to be correlated except for ESPL1, KIF20A and RAD54L through nine new nodes (Figure 8). As in the previous results, the proteins related to zinc homeostasis (MT1F, SLC30A1 and SLC39A10) together with more metallothioneins (MT1B, MT1E, MT1H, MT1X and MT2A) showed to be interconnected with the proteins involved in detoxification of ROS and, likewise, those molecules were linked to the proteins of the genes that take part in the UPR (ADM2, CHAC1, TRIB3 and SESN2) via the activating transcription factor 4 (ATF4), the glutation-S-transferases A1 and A2 (GSTA1 and GSTA2) and the sulfiredoxin 1 (SRXN1) (Figure 8).

**FIGURE 8:**
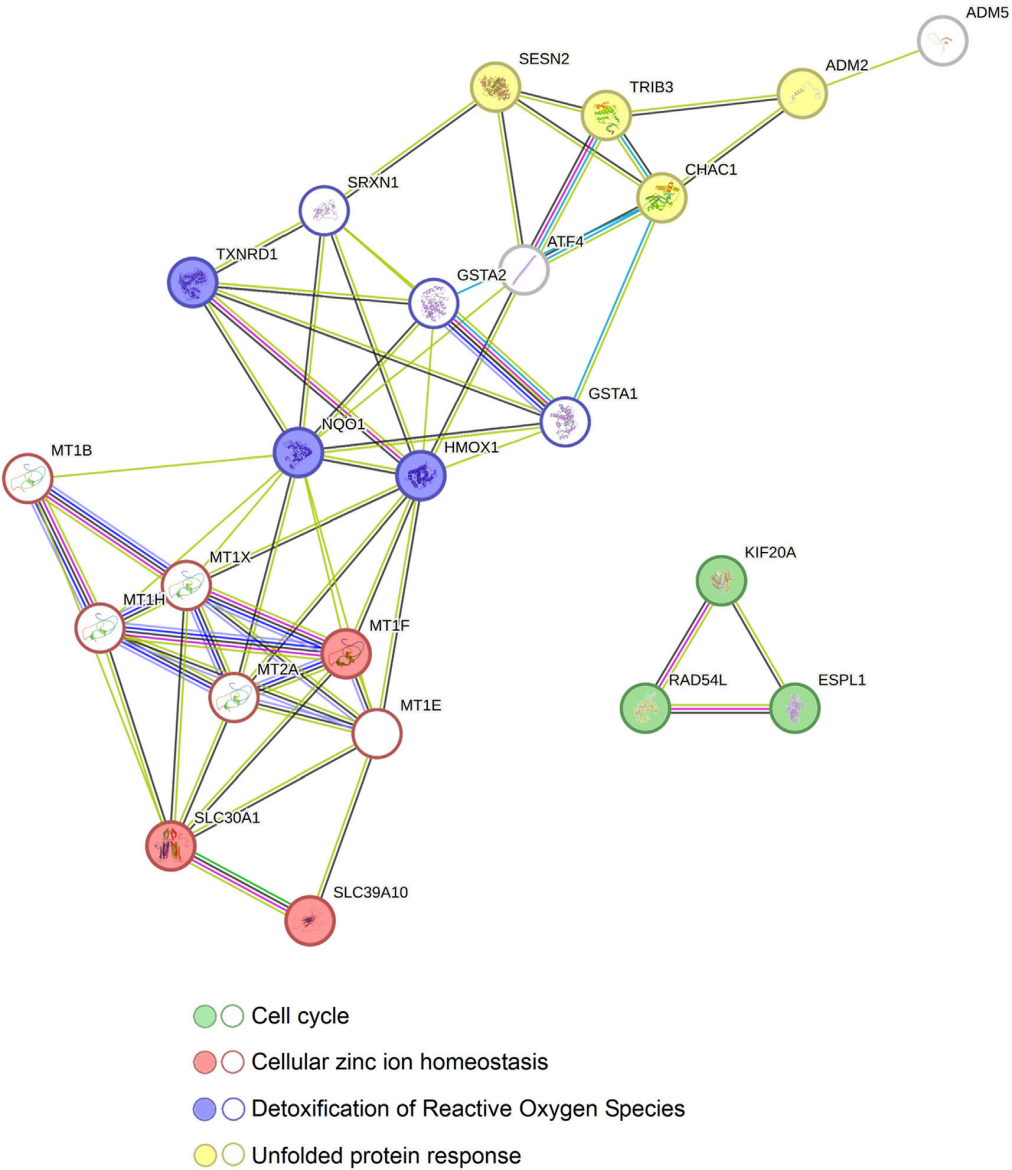
Relation between the protein-protein interaction networks of the genes altered by Ocoxin in common in COAD, PAAD, PRAD, and TNBC. The STRING software was used to reveal the connection between all the genes altered by Ocoxin in common in all the cancers. The 13 genes altered by Ocoxin in common in all the tumors (circles with colored background) were interconnected through nine new nodes (circles without a colored background) and classified in four biological functions.

## 4 Discusion

Cancer is one of the most worrisome pathologies in the world. Nowadays, due to the prevention schedules, advances in oncological surgery and the identification of new therapeutic alternatives have permitted to treat, prolong and improve the life quality of patients suffering from many cancers. However, despite the progress, many of them experience recurrence and metastasis and although they can be treated with radiotherapy or chemotherapy, the adverse effects arising from those treatments considerably damage their quality of life. Thus, the latest research is focused on the identification of new therapeutic alternatives that not only treat cancer but also extend life expectancy and improve the wellbeing of cancer patients by reducing the undesired effects caused by the treatments. In this scenario, there is growing interest in the application of bioactive compounds of natural origin, such as, EGCG, curcumin, resveratrol, quercetin and many others, to treat different kinds of cancers and to reduce the non-desirable side effects produced by chemotherapy (Naujokat and McKee, 2021; Ding et al., 2020; Rana et al., 2021; Vladu et al., 2022; Maleki Dana et al., 2022).

Ocoxin is a natural mixture composed of plant extracts, amino acids, vitamins and minerals known for its established antioxidant, anti-inflammatory and immunoregulatory properties, which has further demonstrated to exert antitumor effects in several cancer models *in vitro* and *in vivo* by impairing tumor development at different levels. On the one hand, Ocoxin has reduced cell viability *in vitro* by decreasing cell proliferation and inducing apoptosis and cell cycle arrest in many cancers. On the other hand, the compound has increased the cytotoxic effect of first-line chemotherapeutic drugs while reverting the resistance to chemotherapy caused by CAFs (Hernandez-Unzueta et al., 2017; Benedicto et al., 2021; Hernandez-Unzueta et al., 2019). Besides, Ocoxin has been used in clinics and showed an improvement in the quality of life of patients with hepatocellular carcinoma, lung cancer, PRAD, PAAD, cervical cancer and endometrial adenocarcinoma, among others, while increasing survival in some patients (Al-Mahtab et al., 2015; Kaidarova et al., 2019; Ruiz Lorente et al., 2020; Lima-Pérez et al., 2024; García-Perdomo et al., 2021). Therefore, in the present work, we aimed to deepen into the fundamental mechanisms through which Ocoxin exerts its antitumoral activity against cancer, as well as to identify whether there are any commonalities among the various types of cancer that may offer insights into the functionality of the nutritional supplement.

In relation to that, previous works have described the role of natural products acting as multi-targeted elements to alter different signaling pathways by regulating gene expression or targeting proteins and their secretion (Luesch and Paavilainen, 2020; Irshad and Husain, 2021; Nasir et al., 2020). Considering that cancer is a dynamic disease and that tumor cells possess distinct molecular signatures and sensitivity to therapies, the capacity of bioactive compounds to target cancer through several mechanisms at once needs to be explored since those effects might be an interesting approach to personalized therapies. Therefore, once tumor and patient’s characteristics are defined, instead of using established first-line treatments, those could be combined with natural products, thereby increasing the potential for a successful treatment.

According to our results, the mixture altered several genes in each type of cancer. Notably, TNBC and PAAC showed a substantially higher number of significantly altered genes, 3,438 and 1589 respectively, from which 12% were in common. Contrarily, in PRAD and COAD the number of deregulated genes was around 500 in each cancer. Besides, taking into consideration all the results, Ocoxin deregulated the expression of 13 genes in common in the analyzed tumors, which can be classified in three principal independent groups based on four functional protein association networks. The first group is composed of proteins related to the UPR (ADM2, CHAC1, SESN2, TRIB3). The second group gathers proteins involved in two biological processes such as, zinc homeostasis (MT1F, SLC30A1, SLC39A10) and detoxification of ROS (HMOX1, NQO1, TXNRD1). These molecules can also be englobed as part of the nuclear factor erythroid 2-related factor 2 (NRF2) pathway, which is responsible for the defense against oxidative stress and the maintenance of stable conditions. Finally, the third group contains proteins related to the cell cycle (ESPL1, KIF20, RAD54L). In this context, the upregulation of the genes encoding for the proteins of the first and second group that deal with cell homeostasis could have led to the production of misfolded proteins that are not correctly eliminated by the ER-associated degradation (ERAD) (Smith et al., 2011; Travers et al., 2000), causing ER stress. In fact, some natural bioactive compounds are known to induce or reduce ER stress. Actually, Xue et al. reported that morusin, a flavonoid obtained from white mulberry, induces ER stress on human epithelial ovarian cancer cells by upregulating the heat shock protein family A member 5 (*HSPA5*), the DNA damage inducible transcript 3 (*DDIT3* or *CHOP*), the endoplasmic reticulum to nucleus signaling 1 (*ERN1*) and the α subunit of the translation initiation factor 2 (*eIF2α*) driving cells to a paraptosis-like cell death (Xue et al., 2018) and Zhang et al. observed that curcumin boosts ER stress-associated apoptosis on human papillary thyroid carcinoma cells (Zhang, L. et al., 2018).

It is known that cells, in order to restore the proteostasis, activate a mechanism named the UPR, whereby modulation of the gene expression occurs and protein synthesis becomes diminished (Harding et al., 2000; Ron and Walter, 2007). In this scenario, cells need to make a decision: to continue living or to die. This choice is controlled by *eIF2α*, whose activation reduces the global protein synthesis and, at the same time, induces the activating transcription factor 4 (*ATF4*) (Harding et al., 2003). These genes are central players of the integrated stress response (ISR), an adaptive response by which cells have the ability to reprogram gene expression in order to provide an optimized response to deal with stressful conditions. Despite the fact that the ISR is mainly a homeostatic pro-survival mechanism, cell response will depend on the nature and intensity of the driving stimuli, which, in case of prolonged and severe signals, will drive cells to death (Pakos-Zebrucka et al., 2016). In fact, this signaling network could be useful to face cancer as it is known to contribute to drug sensitivity and to promote the expression of immunotherapeutic targets (Obiedat et al., 2020; Lines et al., 2023; Tian et al., 2021). Actually, over the last years ISR modulating therapies have attracted significant attention to such an extent that diverse ongoing clinical trials target different levels of this pathway (Lines et al., 2023). During the ISR, various kinases sense different stimuli, such as nutrient deprivation, heme deficiency, DNA damage, oxidative stress or ER stress and converge on the phosphorylation of eIF2α leading to the induction of the *ATF4* (Lines et al., 2023; Tian et al., 2021). 

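ATF4 (ENSG00000128272) lies on chromosome 22 of hg38 from 39519695 to 39522685. Its normalized counts (CPM) were 413 ± 23.9 in control and 472 ± 24.4 in Ocoxin-treated PAAD cells (mean ± SD, n = 3), a log2 fold change of 0.19 (standard error 0.0585, edgeR adjusted p = 0.0527). The log2 fold change was 0.01 in COAD, 0.06 in PRAD and -0.05 in TNBC, with edgeR adjusted p values of 0.958, 0.458 and 0.348. For ATF4 in PAAD, the edgeR adjusted p was 4.26e-05 with the replicate block, 0.027 without control replicate 1 and 0.0238 without Ocoxin replicate 3, and it was 0.0224 with DESeq2, within a range of 4.26e-05 to 0.222 over its alternatives.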

In this work, the treatment with Ocoxin only upregulated *ATF4* in PAAD. However, *ATF3*, *ATF5, PMAIP1*, *DDIT4* and *CHOP*, which are downstream genes of *ATF4*, were upregulated by Ocoxin in at least one of the studied cancers, while *TRIB3* was overexpressed in all of them. Furthermore, despite the fact that *ATF4* itself was not deregulated by Ocoxin in all the analyzed cancer models, it arises as a central protein in the correlation among the genes altered by the compound (except for *KIF20A*, *RAD54L* and *ESPL1*) in common in COAD, PAAD, PRAD and TNBC. 

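The transcript of CHOP is listed as DDIT3, and 28% of its exonic bases, 41.2% of those of DDIT4 and 21.2% of those of ATF5 are shared with overlapping genes. ATF3 was upregulated in PRAD (log2 fold change 1.10, standard error 0.173, edgeR adjusted p = 0.0257) and downregulated in TNBC (-0.25, standard error 0.0704, edgeR adjusted p = 0.0228). ATF5 was upregulated in PAAD (0.30, standard error 0.0621, edgeR adjusted p = 0.00736), and in TNBC its change of -0.13 had an edgeR adjusted p of 0.159, or 0.0493 with the replicate block (range over its alternatives 0.0493 to 0.408). PMAIP1 rose by 0.35 in COAD, 0.23 in PAAD and 0.44 in PRAD (standard errors 0.0932, 0.0665 and 0.0727; edgeR adjusted p = 0.0485, 0.0473 and 0.0286). DDIT4 rose by 0.85 in COAD (standard error 0.139, edgeR adjusted p = 0.0018) and by 0.38 in PAAD (standard error 0.114, edgeR adjusted p = 0.0507, or 3.54e-07 with the replicate block, range over its alternatives 3.54e-07 to 0.25). For DDIT4 in PAAD, the edgeR adjusted p was also under the threshold without control replicate 1 (0.0328) and without Ocoxin replicate 3 (0.00382). DDIT3 rose by 0.74 in PRAD and 0.45 in TNBC (standard errors 0.13 and 0.0797; edgeR adjusted p = 0.0327 and 0.0019). Leaving out 1 library lost the PRAD calls of ATF3, PMAIP1 and DDIT3 in 4, 6 and 5 of 6 fits, at most at edgeR adjusted p values of 0.0997 (without control replicate 2), 0.0985 (without control replicate 2) and 0.122 (without Ocoxin replicate 2). PMAIP1 was lost in 4 of 6 fits in COAD and 5 of 6 in PAAD, at most at edgeR adjusted p values of 0.211 and 0.205 without control replicate 2, ATF3 in 3 of 6 in TNBC, at most at 0.0959 without Ocoxin replicate 2, and ATF5 in PAAD without Ocoxin replicate 2 (0.0564). The change of ATF3 in COAD, 0.99 with an edgeR adjusted p of 0.0678, passed the threshold without Ocoxin replicate 1 (0.00393).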

In fact, most of the genes upregulated by Ocoxin, such as *ADM2*, *CHAC1*, *HMOX1*, *MTF1*, *NQO1*, *SESN2*, *TRIB3* or *TXNRD1*, are related to the ER stress either directly or indirectly. On the one hand, *ADM2*, *CHAC1*, *SESN2* and *TRIB3* are stress sensors of UPR controlled by the *ATF4* gene under ISR (Crawford et al., 2015; Kovaleva et al., 2016; Garaeva et al., 2016; Kalinin et al., 2023) and on the other hand, *HMOX*, *MTF1*, *NQO1* and *TXNRD1* are involved in ROS detoxification, whose imbalance causes ER stress (Shi et al., 2023; Dunn et al., 2014; Li, H. et al., 2021; Rodríguez-Menéndez et al., 2018; Scuto et al., 2022). Furthermore, *MTF1* encodes for a zinc dependent transcription factor that responds to changes produced in the intracellular heavy-metal homeostasis. Briefly, *MTF1* regulates cellular processes by binding zinc to metallothioneins (MTs) or through the transcription of metal transporters of the ZRT/IRT-like protein (ZIP) family and the zinc transporter (ZnT) family (Eide, 2006; Lichten et al., 2011; Lichten and Cousins, 2009). While ZIP family carriers import zinc from the extracellular space or subcellular organelles to the cytoplasm, ZnT family components export the metal from the cytoplasm to the extracellular milieu or organelles (Sun, C. et al., 2024; Cotrim et al., 2019). At this point, it needs to be mentioned that Ocoxin contains high levels of zinc, which could have altered the expression of genes that participate in its homeostasis. In particular, those genes deregulated by Ocoxin were *SLC30A1* and *SLC39A10* (also known as *ZNT1* and *ZIP10*), which enable zinc discharge and acquisition respectively. In this regard, Ocoxin upregulated the expression of *SLC30A1*, whereas downregulated that of *SLC39A10*, resulting in an increase of export to the extracellular compartment and a reduction of intracellular zinc accumulation (Fukada and Kambe, 2011; Palmiter and Findley, 1995). Therefore, cancer cells may activate *MTF1* in the presence of high concentrations of this metal, causing an underexpression of *SLC39A10* and an overexpression of *SLC30A1* in order to recover zinc homeostasis. 

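SLC30A1 (ENSG00000170385, chromosome 1 of hg38, 211571568 to 211578742) rose from 86.1 ± 2.52 to 114 ± 6.36 normalized counts (CPM) in COAD (mean ± SD, n = 3), from 103 ± 7.3 to 132 ± 9.67 in PAAD, from 80.9 ± 16 to 118 ± 10.1 in PRAD and from 69.6 ± 3.63 to 102 ± 4.67 in TNBC. Its log2 fold changes were 0.41, 0.36, 0.55 and 0.56 (standard errors 0.0541, 0.0683, 0.134 and 0.0514; edgeR adjusted p = 0.000175, 0.00405, 0.0746 and 2.19e-05). For SLC30A1 in PRAD, the edgeR adjusted p was 0.0193 with the replicate block (range over its alternatives 0.00133 to 0.199). SLC39A10 (ENSG00000196950, chromosome 2, 195575977 to 195737702) fell from 86.7 ± 2.21 to 49.6 ± 2.68 in COAD, from 32.4 ± 3.15 to 11.7 ± 1.49 in PAAD, from 157 ± 26.6 to 97.6 ± 9.59 in PRAD and from 19.2 ± 1.31 to 11 ± 0.425 in TNBC. Its log2 fold changes were -0.81, -1.48, -0.68 and -0.81 (standard errors 0.0579, 0.103, 0.122 and 0.0808; edgeR adjusted p = 1.69e-08, 3.81e-07, 0.0327 and 3.77e-05). The PRAD call of SLC39A10 was lost in each of the 6 fits that left out 1 library, with edgeR adjusted p values of 0.0523 to 0.121 for SLC39A10 in PRAD and the highest without Ocoxin replicate 2. Every Ocoxin library lay above every control for SLC30A1 and below every control for SLC39A10 in the 4 cell lines, a separation that 10% of random splits of 3 against 3 libraries give.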

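MTF1 (ENSG00000188786, chromosome 1 of hg38, 37809567 to 37859620) was upregulated in PAAD, with a log2 fold change of 0.24 (standard error 0.064, edgeR adjusted p = 0.031), a call lost in 5 of the 6 fits that left out 1 library, at most at an edgeR adjusted p of 0.112 without Ocoxin replicate 2. It changed by -0.14 in COAD, 0.17 in PRAD and 0.13 in TNBC (standard errors 0.0733, 0.051 and 0.0462; edgeR adjusted p = 0.345, 0.113 and 0.0567). The block gave an edgeR adjusted p of 0.0321 in PRAD (range over its alternatives 0.0321 to 0.386) and 0.0108 in TNBC (0.0108 to 0.525).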

In fact, this metal is an essential component for the correct functioning of the ER since any homeostatic disruption can originate ER stress and subsequent UPR activation, which, as previously described, are related to the ISR pathway (Homma et al., 2013; Nguyen et al., 2013; Kambe et al., 2017). Therefore, we deem that Ocoxin drives tumor cells to a stressful environment through the ISR. 

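A list of 46 target genes of ATF4 was tested as a set, of which 44 were expressed enough to be tested in PAAD and 45 in each of the other cell lines. The median log2 fold change of the targets was 0.07 in COAD, where 30 of 45 increased, 0.38 in PAAD (43 of 44), 0.20 in PRAD (45 of 45) and 0.16 in TNBC (37 of 45). The camera adjusted p values were 1.58e-05, 1.37e-57, 9.36e-23 and 3.65e-10. With the correlation between genes estimated, only PAAD passed (camera adjusted p = 0.195, 0.00771, 0.171 and 0.171). With fry, each cell line did (fry adjusted p = 0.0393, 0.000412, 0.0127 and 0.00918). Of the targets, 8 were altered upwards and 1 downwards in COAD, 33 and 0 in PAAD, 16 and 0 in PRAD, and 23 and 2 in TNBC. The difference between PAAD and TNBC on the one hand and COAD and PRAD on the other was 0.15 on the log2 scale (camera adjusted p = 9.46e-10). The median of TNBC lay below that of PRAD, so this difference does not hold in each pair of cell lines across both groups. The paper points to the upregulation of genes downstream of ATF4, of TRIB3 in the 4 cancers, and of genes related to ER stress and ROS detoxification. It adds that SLC30A1 was upregulated and SLC39A10 downregulated, and that a disturbed zinc homeostasis can cause ER stress. From these points the paper deems that Ocoxin drives the tumor cells into stress through the ISR.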

Bearing in mind the intertumoral and intratumoral heterogeneity, and given the implication of the ISR in cellular adaptation and tumor development, modulating its activity could be a formidable treatment for many cancers, especially in combination with other therapies. Due to the multiple cellular mechanisms controlled by the ISR, the manipulation of this pathway could reach several populations of cells with distinct genetic signatures within the same tumor, enabling the overcoming of barriers such as treatment resistance or relapse, which represents a major impediment in medical oncology.

Anyway, it is crucial to consider that our results correspond to cells that had been treated with Ocoxin for 48 h, a period that might not be sufficient for the cells to determine their fate. Probably, as described before, if the stress caused by Ocoxin persisted, cells would engage cell death signaling pathways. This is supported by unpublished data where we observed that the mixture led to an increase in the percentage of dead cells after 72 h, thereby confirming that cells ultimately succumb to death after sustained stress conditions. Nevertheless, all the analyzed tumors exhibited either unchanged or downregulated caspases, indicating that cells may be undergoing a caspase-independent form of programmed cell death or that a duration exceeding 48 h is required for the activation of apoptotic caspases. 

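Among the caspase genes tested, 1 was altered in COAD, 3 in PAAD, none in PRAD and 6 in TNBC, while 3547 genes of PRAD had an unadjusted p under 0.05. CASP2 fell by 0.20 on the log2 scale in COAD (edgeR adjusted p = 0.0257), and in PAAD CASP1 and CASP4, among others, changed by -0.22 and -0.30 (edgeR adjusted p = 0.0345 and 0.005). In TNBC, CASP1, CASP6, CASP10 and CASP14, among others, decreased, with log2 fold changes of -0.17, -0.33, -0.19 and -3.37 and edgeR adjusted p values of 0.0174, 0.00328, 0.027 and 7.02e-05. CASP2 increased in TNBC, by 0.16 (standard error 0.0386, edgeR adjusted p = 0.0113). The caspases named here, apart from CASP14, were chosen after their values were seen. As a set, the caspases moved down in TNBC (median -0.07, camera adjusted p = 1.16e-05) and not in COAD, PAAD or PRAD (camera adjusted p = 0.936, 0.365 and 0.625). In TNBC, 7 of 11 caspases fell and 4 rose. There the set passed with fry (fry adjusted p = 0.000412), but not with the correlation between genes estimated (camera adjusted p = 0.0655). The set was not tested without CASP14, whose fall was the largest named here.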

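A list of ferroptosis genes was tested as a set. Its median log2 fold change was 0.02 in COAD, 0.03 in PAAD, 0.04 in PRAD and -0.00144 in TNBC, with camera adjusted p values of 0.149, 0.625, 0.0205 and 0.445. Single genes of the list were altered, with 4 up in COAD, 5 up and 3 down in PAAD, 3 up in PRAD, and 7 up and 2 down in TNBC. The median of PRAD turned to -0.01 after removal of a trend with gene length and GC content (camera adjusted p = 0.0653, range over its alternatives 0.00118 to 0.332). The gene set test of ferroptosis in PRAD was also lost without control replicate 1 (0.0887) and without control replicate 2 (0.0592), and the gene set test of ferroptosis in COAD passed without control replicate 3 (camera adjusted p = 0.0207). These tests ask whether the genes of the list moved in a common direction. They do not decide whether ferroptosis was induced or blocked, since members that move in opposite directions would offset each other. Autophagy and necroptosis genes were not tested as sets here.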

Here, we show that, among other processes, Ocoxin deregulated the expression of multiple genes associated with autophagy, necroptosis and especially ferroptosis, a type of programmed cell death characterized by the accumulation of free iron within cells and by lipid peroxidation. Due to its clinical importance, ferroptosis has gained attention over the last years as an apoptosis-independent programmed cell death. This mechanism is strongly associated with metabolic processes, such as, carbohydrate metabolism, lipid metabolism and amino-acid metabolism (Ye et al., 2024) as well as iron and selenium metabolism (Conrad and Proneth, 2020) among others. In this regard, keeping in mind that cell metabolism is a crucial process to sustain cell growth and self-renewal, it leads to the fact that metabolic activities and the metabolites produced in the tumor could have an influence on ferroptosis (Jiang et al., 2024). Interestingly, Ocoxin caused an overexpression of *HMOX1*, a critical mediator in ferroptosis that promotes cell death in the presence of oxidative stress and high iron concentrations inside the cells (Chiang et al., 2018). Moreover, the nutritional supplement also deregulated the expression of *NQO1*, a gene responsible for redox control that is also involved in ferroptosis (Zhang, L. et al., 2018; Wang W. et al., 2023). 

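HMOX1 rose from 3.7 ± 0.717 to 6.19 ± 0.701 normalized counts (CPM) in COAD (mean ± SD, n = 3), from 2.42 ± 0.509 to 3.91 ± 0.993 in PAAD, from 21.4 ± 1.84 to 75.2 ± 26.5 in PRAD and from 28.4 ± 2.23 to 35.2 ± 1.61 in TNBC. In each cell line the Ocoxin libraries lay above the control libraries. The gene was sparsely covered in PAAD, with 62 to 88 counts in controls and 108 to 157 with Ocoxin, and the Ocoxin libraries of PRAD ranged from 423 to 929 counts. In COAD and TNBC its call was lost at equal depth, at edgeR adjusted p values of 0.283 and 0.42 within ranges over the alternatives of 0.000189 to 0.283 and 3.21e-06 to 0.42.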

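NQO1 rose from 522 ± 28.3 to 604 ± 32.6 normalized counts (CPM) in COAD (mean ± SD, n = 3), from 290 ± 6.59 to 346 ± 2.76 in PAAD, from 68.6 ± 1.28 to 119 ± 8.98 in PRAD and from 469 ± 4.13 to 506 ± 19.7 in TNBC, with 17.7% of its exonic bases shared with other genes. A list of target genes of NRF2, the transcription factor that the paper names upstream of NQO1, had median log2 fold changes of 0.10 in COAD (26 of 34 genes increased), 0.22 in PAAD (28 of 35), 0.30 in PRAD (29 of 31) and 0.11 in TNBC (23 of 33). The camera adjusted p values were 1.37e-05, 2.43e-12, 6.05e-22 and 4.61e-06. With the correlation between genes estimated, no cell line passed (camera adjusted p = 0.171, 0.154, 0.171 and 0.171). With fry, each did (fry adjusted p = 0.0149, 0.00918, 0.0244 and 0.00918).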

Actually, both *HMOX*1 and *NQO1* are downstream genes of *NRF2*, which play a central role in the NRF2 pathway defending cells against ROS. In consonance, Liu et al. (2022) described that Vitamin C, which is one of the components of Ocoxin, sensitized pancreatic cancer cells to erastin-induced ferroptosis by activating the AMPK/NRF2/HMOX1 pathway (Liu, Y. et al., 2022). In line with this, Wang et al. reported that eriodictyol, a flavonoid obtained from certain plants, regulated ferroptosis through the NRF2/HMOX1/NQO1 signaling pathway in ovarian cancer (Wang X. et al., 2023). Thus, the overexpression of *HMOX1* and *NQO1* observed in cancer cells treated with Ocoxin could have accounted for the subsequent mortality of those cells when exposed to the compound. Besides, it is important to bear in mind that *HMOX1* and *NQO1* are also two of the genes related to the main pathway deregulated by Ocoxin in all the four analyzed cancers: cell metabolism. Interestingly, both *HMOX1* and *NQO1* are downstream genes of *ATF4* and, therefore, they are implicated in the ISR pathway mentioned before. Wang W. et al. (2023) reported that a flavonoid derived from licorice increased HMOX1 and decreased metabolic glutathione peroxidase 4 (GPX4), which reduces lipid peroxidation, leading to ferroptosis (Wang X. et al., 2023; Koppula et al., 2021; Zhao et al., 2019; Li, S. et al., 2010). Additionally, Yang and colleagues (2021) described that the suppression of the KIF20A/NUAK1/NRF2/GPX4 signaling pathway induces ferroptosis and increases the sensitivity of COAD to chemotherapy. Interestingly, although the expression of *NUAK1*, *NRF2* and *GPX4* was not altered by Ocoxin, the supplement downregulated the expression of *KIF20A* in the four tumors (Yang et al., 2021). Nevertheless, a deregulation of *SLC7A11* was detected in PRAD, PAAD and COAD, which is a downstream gene of NRF2 and the ISR (Koppula et al., 2021). This gene encodes for a cysteine/glutamate antitransporter system composed of two subunits (*SLC7A11* and *SLC3A2*) that exchange extracellular cysteine for intracellular glutamate and regulate ferroptosis through the glutathione/glutathione peroxidase 4 (GSH/GPX4) pathway. 

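NUAK1 had log2 fold changes of -0.23 in COAD, -0.17 in PAAD, 0.39 in PRAD and -0.42 in TNBC (standard errors 0.135, 0.0633, 0.0787 and 0.318), with edgeR adjusted p values of 0.441, 0.119, 0.0467 and 0.397. Its PRAD call was lost in each of the 6 fits that left out 1 library, at most at an edgeR adjusted p of 0.15 without Ocoxin replicate 2, and in PAAD the edgeR adjusted p was 0.0155 with the replicate block (range over its alternatives 0.00177 to 0.307). NRF2, listed as NFE2L2 and sharing 20.9% of its exonic bases with other genes, changed by 0.02, -0.04, 0.13 and -0.06 in COAD, PAAD, PRAD and TNBC (edgeR adjusted p = 0.895, 0.701, 0.143 and 0.306). GPX4 changed by 0.14, 0.00, -6e-04 and -0.10 (edgeR adjusted p = 0.262, 0.993, 1 and 0.513), although the fit of GPX4 in COAD without Ocoxin replicate 1 (0.0379) and that of GPX4 in TNBC without control replicate 1 (0.0284) passed the threshold.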

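SLC7A11 (ENSG00000151012, chromosome 4 of hg38, 138164097 to 138242349) rose from 208 ± 19.6 to 315 ± 11 normalized counts (CPM) in PAAD (mean ± SD, n = 3), from 262 ± 42.6 to 441 ± 38 in PRAD, from 44.7 ± 2.84 to 72.5 ± 5.82 in TNBC and from 17.8 ± 1.9 to 21.1 ± 2.04 in COAD. The log2 fold changes were 0.60, 0.75, 0.70 and 0.25 (standard errors 0.0654, 0.116, 0.0654 and 0.0919), with edgeR adjusted p values of 3.35e-05, 0.025, 2.87e-05 and 0.17. The PRAD call was lost without Ocoxin replicate 1 or 2 or control replicate 2, with edgeR adjusted p values for SLC7A11 in PRAD of 0.0732, 0.106 and 0.0826.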

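SLC3A2 (ENSG00000168003) lies on chromosome 11 of hg38 from 62856102 to 62888875. It rose from 241 ± 14.7 to 331 ± 14.6 normalized counts (CPM) in PAAD (mean ± SD, n = 3), a log2 fold change of 0.46 (standard error 0.0589, edgeR adjusted p = 0.000167). Its log2 fold changes were 0.08 in COAD, 0.28 in PRAD and 0.17 in TNBC (standard errors 0.0463, 0.08 and 0.0557; edgeR adjusted p = 0.457, 0.107 and 0.055). With the replicate block, the edgeR adjusted p of SLC3A2 was 0.03 in PRAD (range over its alternatives 0.0012 to 0.272) and 0.000305 in TNBC (0.000305 to 0.153), and SLC3A2 in TNBC also passed without control replicate 2 (0.0249).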

Here we observed that Ocoxin upregulated *SLC7A11* in three cancers along with *SLC3A2* in PAAD, prompting an accumulation of cysteine, which is a component of Ocoxin, and a loss of glutamate inside the cell, impeding the function of GPX4 and, therefore, contributing to ferroptosis (Koppula et al., 2021). Correspondingly, Tang et al. described how certain metabolites obtained from plants used in Chinese medicine altered *SLC7A11* and *GPX4*, among others, which reduced cancer development (Tang et al., 2024). Moreover, Ocoxin overexpressed *CHAC1*, a gene that also participates in the glutathione degrading metabolism, which curiously was connected to HMOX1 and NQO1 through ATF4 in the protein-protein interaction network analysis. 

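CHAC1 rose from 5.05 ± 0.774 to 7.92 ± 0.434 normalized counts (CPM) in COAD (mean ± SD, n = 3), from 10.1 ± 1.45 to 26.2 ± 2.45 in PAAD, from 29.6 ± 4.84 to 60.5 ± 4.04 in PRAD and from 41.5 ± 2.93 to 48 ± 2.17 in TNBC. The Ocoxin libraries lay above the controls in all 4 cell lines, from 204 to 235 counts against 129 to 182 in COAD and from 811 to 929 against 284 to 359 in PAAD.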

According to several authors, CHAC1 is essential for the maintenance of NRF2 activation and is also involved in ferroptosis (Kreß et al., 2023; Kreß et al., 2023). Actually, He et al. reported that CHAC1 plays a role in hindering tumor development and enhancing the efficacy of docetaxel in prostate cancer by triggering ferroptosis and ER stress (He et al., 2021) and additionally, Chen et al. reported that this gene facilitates ferroptosis as well as necroptosis in breast cancer (Chen, M. et al., 2017). Furthermore, this is corroborated by Liu et al., who described the role of CHAC1 inducing ferroptosis through the glutathione metabolism in retinal pigment epithelial cells (Liu et al., 2023). Taking that into consideration, Ocoxin could have decreased intracellular glutathione concentration through the overexpression of CHAC1 and the subsequent glutathione degradation, driving cells to ferroptosis. Thus, we conclude that Ocoxin induces ferroptosis in tumor cells through several pathways, which could be beneficial for patients that do not respond to chemotherapy. According to several authors, apoptosis-resistant cancer cells have showed to be susceptible to ferroptosis inducers (Hangauer et al., 2017; Tsoi et al., 2018; Viswanathan et al., 2017). In this manner, a greater efficacy of current therapies could be achieved leading to the induction of apoptosis while simultaneously targeting resistant cells via ferroptosis. Moreover, this type of cell death has also been associated with the tumor microenvironment by several authors. On the one hand, Costa da Silva et al. reported that iron uptake by M2-like tumor-associated macrophages drives a differentiation to M1-proinflammatory phenotype which helps to reduce tumor growth (Costa da Silva et al., 2017). On the other hand, Wang et al. described that immunotherapy-activated CD8^+^ T cells enhance tumor ferroptosis by inhibiting the expression of molecules implicated in the glutamate–cystine antiporter system through interferon gamma (IFNγ) release, which causes lipid peroxidation and leads tumor to ferroptosis (Wang et al., 2019). In this regard, we previously mentioned that Ocoxin has an antitumor effect in different cells of the tumor stroma. However, additional analyses need to be carried out so as to identify the possible implication of the compound in the induction of ferroptosis through the tumor microenvironment. Nonetheless, the use of Ocoxin as an adjuvant agent could enhance first-line therapies by targeting the different populations of cancer cells and the tumor microenvironment, thereby increasing the susceptibility of therapy-persistent cancer cells to common therapies and preventing tumor recurrence and metastasis.

Nevertheless, those are not the unique metabolic genes targeted by Ocoxin. As previously mentioned, TNBC and PAAC shared a considerable number of altered genes. In particular, considering only those genes involved in metabolic pathways, those two cancers showed 14% of altered genes in common, while at the same time those were not altered in PRAD and COAD. In this regard, it is important to bear in mind that the analyzed PAAD and TNBC cells come from primary tumors, while those of PRAD and COAD were isolated from metastatic sites. 

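Of the genes legible in Figure 3, 59 were tested in COAD and 59 in PRAD. In COAD, 4 of them were upregulated and 1 downregulated, and in PRAD 8 were upregulated. As a set they showed no common direction in either cell line (camera adjusted p = 0.482 and 0.158), although the gene set test of Figure 3 genes in PRAD passed without control replicate 3 (0.0477) and without Ocoxin replicate 3 (0.0357). The difference between the response of PAAD and TNBC and that of COAD and PRAD had a median of -0.17 over these genes on the log2 scale (camera adjusted p = 2.39e-05), a test that is not independent of how the genes were chosen.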

A deeper analysis about the specific metabolic pathways where the genes altered by Ocoxin are involved, showed that in the primary tumors (PAAD and TNBC) the compound targeted genes from the carbohydrate, nucleotide and lipid metabolism, protein lysine methyltransferases (PKMTs) methylate histone lysine and the citric acid (TCA) cycle and respiratory electron transport. Specifically, regarding the respiratory electron transport, Ocoxin downregulated the expression of the mitochondrial oxidative phosphorylation (OXPHOS) genes *ATP5F1C*, *ATP5MC3*, *ATP5F1E*, *ATP5PB*, *ATP5PF* and *ATP5MG*, which could have been also driven by the ISR. 

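In TNBC, the 6 genes decreased, with log2 fold changes of -0.22 for ATP5F1C, -0.23 for ATP5MC3, -0.23 for ATP5F1E, -0.18 for ATP5PB, -0.26 for ATP5PF and -0.31 for ATP5MG (edgeR adjusted p = 0.00444, 0.00304, 0.00245, 0.00286, 0.00422 and 0.00122). In PAAD they changed by -0.27, -0.20, -0.18, -0.25, -0.21 and -0.22 in the same order (edgeR adjusted p = 0.0111, 0.0332, 0.0448, 0.0101, 0.0512 and 0.0288). ATP5PF in PAAD had an edgeR adjusted p of 0.00137 with the replicate block, 0.0495 without control replicate 3 and 0.0335 without Ocoxin replicate 3 (range over its alternatives 0.00137 to 0.212). The other PAAD calls were lost in 2 of the 6 fits that left out 1 library for ATP5F1C and ATP5PB, 4 for ATP5MC3 and ATP5MG and 5 for ATP5F1E, at most at edgeR adjusted p values of 0.0765 for ATP5F1C in PAAD, 0.0748 for ATP5PB in PAAD, 0.146 for ATP5MC3 in PAAD, 0.157 for ATP5MG in PAAD and 0.16 for ATP5F1E in PAAD. These highest values came without Ocoxin replicate 1 or 2, while none of the 6 TNBC calls was lost when 1 library was left out. Overlapping genes share 23.2% of the exonic bases of ATP5F1E and 23.1% of those of ATP5PF. Over a list of OXPHOS genes, 71 of 77 decreased in TNBC, with a median log2 fold change of -0.18 (camera adjusted p = 2.43e-12), and 68 of 78 in PAAD, with a median of -0.11 (camera adjusted p = 1.01e-06). With fry, the adjusted p of the OXPHOS set was 0.0755 in PAAD (range over its alternatives 7.72e-10 to 0.433). With the correlation between genes estimated, neither cell line passed (camera adjusted p = 0.433 in PAAD and 0.171 in TNBC).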

Briefly, the phosphorylation of *eIF2α* mediated by the ISR stimulates the transcription of *CHOP*, *ATF4* and *ATF5* genes that participate in the activation of the mitochondrial UPR (UPR^mt^) (Zhang, G. et al., 2021; Ogilvie et al., 2005; Boyce et al., 2005) Since both, the ISR and the UPR^mt^, are two strongly related processes that function together to maintain the mitochondrial metabolism and function, we can assume that Ocoxin altered mitochondrial homeostasis. 

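SIRT7 had a log2 fold change of 0.26 in PAAD (standard error 0.0804, edgeR adjusted p = 0.0539) and of -0.06 in TNBC (standard error 0.101, edgeR adjusted p = 0.747). For SIRT7 in PAAD, the edgeR adjusted p was 0.00107 with the replicate block and 0.0116 without Ocoxin replicate 3, within a range of 0.00107 to 0.756 over its alternatives. HSPD1 changed by -0.01 in PAAD (standard error 0.0669, edgeR adjusted p = 0.962) and by 0.14 in TNBC (standard error 0.0489, edgeR adjusted p = 0.055). For HSPD1 in TNBC, the edgeR adjusted p was 0.000406 with the replicate block and 0.0362 without Ocoxin replicate 2, within a range of 0.000406 to 0.171 over its alternatives. In COAD and PRAD, SIRT7 changed by 0.06 and 0.04 (edgeR adjusted p = 0.778 and 0.887) and HSPD1 by -0.02 and -0.01 (edgeR adjusted p = 0.871 and 0.925). The difference between PAAD and TNBC on the one hand and COAD and PRAD on the other had an edgeR adjusted p of 0.93 for SIRT7 and 0.451 for HSPD1 in a fit without the replicate block. With the block in PAAD, PRAD and TNBC, an alternative chosen after the data were seen, it was 0.742 and 0.27 (edgeR).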

Interestingly, central players of this pathway, *SIRT7* and *HSP60* (*HSPD1*) (Lu et al., 2022), are overexpressed in the primary PAAD and TNBC but not in the metastatic COAD and PRAD. A similar phenomenon was also observed in this study, while the KEGG enrichment analysis indicated that cell cycle is one of the principal pathways altered in the metastatic PRAD and COAD tumors, in PAAD and TNBC the number of genes involved in the cell cycle was not that remarkable. In this context, it is widely described that one of the antitumor mechanisms of Ocoxin is the alteration of the cell cycle (Díaz-Rodríguez et al., 2018; Diaz-Rodriguez et al., 2017; Diaz-Rodriguez et al., 2016; Benedicto et al., 2021; Hernandez-Unzueta et al., 2023; Hernandez-Unzueta et al., 2019; Hernández-García et al., 2015; Pérez-Peña et al., 2019; Márquez et al., 2016). Among the 13 genes commonly altered by the mixture in the four cancer types, three of them, *KIF20A*, *ESPL1* and *RAD54L* are implicated in the cell cycle progression. 

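Whether the response to Ocoxin differed between the primary (PAAD and TNBC) and the metastatic (COAD and PRAD) cell lines was tested with an interaction term over the 24 libraries. The difference in log2 fold change was 0.70 for ESPL1 (standard error 0.0808) and 0.61 for RAD54L (standard error 0.0742), each with an edgeR adjusted p of 2.32e-06. Without PRAD, which was counted separately, the differences were 0.64 and 0.54 (edgeR adjusted p = 8.75e-05 and 0.000235). For KIF20A, the edgeR adjusted p of the difference was 0.492, and 0.222 with the replicate block in PAAD, PRAD and TNBC, an alternative chosen after the data were seen. Over the genes tested, 1529 of 24631 responded differently between both groups, and 2442 with this block. Since each group holds 2 cell lines, the origin of the tumor cannot be separated from other differences between the lines.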

Curiously, although *KIF20A* is downregulated in all tumors, *ESPL1* and *RAD54L* are differentially expressed between primary and metastatic tumors, being upregulated in PAAD and TNBC while downregulated in COAD and PRAD. We previously discussed the relation of *KIF20A* with ferroptosis; however, this gene mediates the spindle formation during mitosis and its overexpression is related to both, cancer development and a poor overall survival of patients. In fact, *KIF20A* is overexpressed in all the cancers present in the Gene Expression Profile Interactive Analysis (GEPIA) server (Tang et al., 2017), including COAD, PAAD, PRAD, and TNBC. Interestingly, in this work we demonstrated that Ocoxin downregulated *KIF20A* in all the analyzed tumors, that is, the compound reverted the expression of this gene. 

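KIF20A (ENSG00000112984) lies on chromosome 5 of hg38 from 138178719 to 138187715. It fell from 135 ± 6.19 to 109 ± 3.49 normalized counts (CPM) in COAD (mean ± SD, n = 3), from 64.4 ± 5 to 49.5 ± 3.21 in PAAD, from 127 ± 6.52 to 96.9 ± 14 in PRAD and from 139 ± 2.54 to 127 ± 7.14 in TNBC. The log2 fold changes were -0.31, -0.38, -0.40 and -0.13 (standard errors 0.052, 0.073, 0.0986 and 0.0455; edgeR adjusted p = 0.00226, 0.0045, 0.0777 and 0.0526). The block lowered the edgeR adjusted p to 0.0145 for KIF20A in PRAD (range over its alternatives 0.000238 to 0.19) and to 0.00138 in TNBC (0.00138 to 0.188), and KIF20A in TNBC also passed without Ocoxin replicate 2 (0.0372).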

Besides, previous works report that the nutritional mixture also slowed down the cell cycle of tumor cells by causing an arrest on the G2/M phase in breast cancer while in colorectal carcinoma also affected the cell transition from G1 to S phase (Hernández-García et al., 2015; Márquez et al., 2016). Moreover, it is known that the inhibition of *KIF20A* hinders the growth of several cancer cells (Jin et al., 2023) and Nakamura and colleagues reported that the suppression of *KIF20A* arrested cells in the G2/M phase in breast cancer, while Zhang et al. reduced the colorectal cancer cell proliferation and migration by drecreasing the cell transition from G1 to S phase through the *E2F1* transcription factor in hepatocellular carcinoma (Nakamura et al., 2020; Wang, H. et al., 2020). Considering all this, the reduction of *KIF20A* expression could be a specific therapeutic strategy to treat cancer, which proves that the understanding of factors such as the genetic profile of the patient and the mechanism of action of the compound might be a step towards more personalized therapies. In this regard, several authors have reported so far that Ocoxin slows down the cell cycle in different phases depending on the tumor type. Taking this into consideration, we can suggest that *ESPL1* and *RAD54L*, which are differentially expressed between the primary TNBC and PAAC and the metastatic PRAD and COAD, are modulating the cell cycle in various ways. While *RAD54L* belongs to the DEAD-like helicase superfamily and is involved in the homologous recombination and DNA repair, *ESPL1*, also known as separase, initiates the final separation of sister chromatids during anaphase. *ESPL1*, which is typically upregulated in tumor tissue due to the rapid proliferation of cancer cells, is controlled by the *PTTG1* regulator of sister chromatid separation, also known as securin, which has the ability to inhibit *ESPL1* (Sun, Y. et al., 2009; Zhong et al., 2023). 

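PTTG1 had log2 fold changes of -0.08 in PAAD and -0.15 in TNBC (standard errors 0.0658 and 0.0463; edgeR adjusted p = 0.499 and 0.0413). The TNBC call was lost in each of the 6 fits that left out 1 library, at most at an edgeR adjusted p of 0.143 without Ocoxin replicate 1. In COAD and PRAD, PTTG1 changed by -0.10 and -0.18 (standard errors 0.0577 and 0.0715; edgeR adjusted p = 0.42 and 0.211). The difference between PAAD and TNBC on the one hand and COAD and PRAD on the other had an edgeR adjusted p of 0.959, and of 0.915 with the replicate block in PAAD, PRAD and TNBC, an alternative chosen after the data were seen.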

Here we observed that, on the one hand, the treatment with Ocoxin upregulated *ESPL1* and downregulated *PTTG1* in TNBC and PAAD, and on the other hand, *ESPL1* was downregulated in PRAD and COAD, but *PTTG1* was not altered. Moreover, while most of the cell cycle genes in common in metastatic tumors, such as, *MCM2*, *MCM3*, *MCM4*, *MCM5*, *MCM7*, *BUB1*, *BUB1B* and *AURKB* are downregulated, including *CDKN2B*, which is downregulated in TNBC and *CDKN2C* in PAAC, both encoded proteins that function as a cell growth regulator that controls cell cycle G1 progression. Nevertheless, most of the cell cycle genes of the metastatic COAD and PRAD tumors were upregulated, including the abovementioned *CDKN2B*, showing that Ocoxin regulates the G1 phase of the cell cycle through different routes.

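In COAD, MCM2, MCM3, MCM4, MCM5 and MCM7 changed by -0.18, -0.14, -0.15, -0.20 and -0.16 on the log2 scale (edgeR adjusted p = 0.0402, 0.0912, 0.064, 0.0218 and 0.0624), and BUB1, BUB1B and AURKB by -0.24, -0.27 and -0.30 (edgeR adjusted p = 0.0098, 0.00411 and 0.00293). In PRAD the same MCM genes changed by -0.29, -0.28, -0.28, -0.40 and -0.22 (edgeR adjusted p = 0.0814, 0.0736, 0.0333, 0.0165 and 0.0257), and BUB1, BUB1B and AURKB by -0.32, -0.27 and -0.33 (edgeR adjusted p = 0.113, 0.0833 and 0.0746). With the block, the edgeR adjusted p was 0.00683 for MCM2, 0.0146 for MCM3, 0.0258 for BUB1 in PRAD, 0.026 for BUB1B and 0.0455 for AURKB in the same cell line, with ranges over their alternatives of 7.04e-05 to 0.243, 0.000205 to 0.234, 0.000171 to 0.231, 0.000247 to 0.232 and 0.00117 to 0.159. In TNBC, MCM4 had an edgeR adjusted p of 0.0933, or 0.00204 with the replicate block (range over its alternatives 4.15e-05 to 0.252). Without Ocoxin replicate 3, the edgeR adjusted p was 0.0495 for MCM2 in PRAD, 0.0299 for MCM3 in PRAD and 0.0468 for BUB1B in PRAD. Of the COAD calls, MCM2 was lost in 6 of the 6 fits that left out 1 library, MCM5 in 4, and BUB1 and BUB1B in 2, at most at edgeR adjusted p values of 0.165 for MCM2 in COAD, 0.107 for BUB1 in COAD and 0.06 for BUB1B in COAD without Ocoxin replicate 2, and of 0.171 for MCM5 in COAD without control replicate 2. The PRAD calls were lost in 5 of the 6 fits for MCM4 and MCM7 and in 3 for MCM5, at most at edgeR adjusted p values of 0.15, 0.117 and 0.0893 without Ocoxin replicate 2.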

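CDKN2B rose by 0.31 on the log2 scale in COAD (standard error 0.0724, edgeR adjusted p = 0.0241) and by 1.34 in PRAD (standard error 0.333, edgeR adjusted p = 0.0775), and fell by 0.26 in TNBC (standard error 0.0433, edgeR adjusted p = 0.00132), while PAAD had 0 counts of it. For CDKN2B in PRAD, the edgeR adjusted p was 0.0129 with the replicate block and 0.0496 without Ocoxin replicate 3 (range over its alternatives 0.000526 to 0.186). The COAD call of CDKN2B was lost in 4 of the 6 fits that left out 1 library, at most at 0.13 for CDKN2B in COAD without control replicate 2. CDKN2C fell by 0.35 in PAAD (standard error 0.0999, edgeR adjusted p = 0.0386), a call lost in 5 of the 6 fits, at most at 0.163 for CDKN2C in PAAD without control replicate 2. In COAD, PRAD and TNBC it changed by 0.00, -0.28 and -0.04 (edgeR adjusted p = 0.985, 0.181 and 0.904), and for CDKN2C in PRAD the edgeR adjusted p was 0.0242 with the replicate block (range over its alternatives 0.000932 to 0.396). Among the S phase and G2/M genes, 8 and 22 were downregulated in COAD, and 7 and 2 in PRAD.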

To conclude, we can suggest that Ocoxin shows different mechanisms of action depending on the type and stage of the tumor. 

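The cell lines differed in total counts, so the libraries of the 4 lines were also thinned at random to 9063968 counts each, the total of the smallest library. At this equal depth, Ocoxin altered 63 genes in COAD, 465 in PAAD, 486 in PRAD and 891 in TNBC. With the 24 libraries in 1 fit, which then share an estimate of the spread, it altered 288, 1703, 998 and 2735 genes. The count of TNBC was the highest of the 4 cell lines in 1 fit, and the highest of COAD, PAAD and TNBC at equal depth. Since a fragment mostly gave 2 counts in COAD, PAAD and TNBC and 1 count in PRAD, equal counts are not equal numbers of fragments, and PRAD was not ranked against the other cell lines at this depth.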

In fact, the compound demonstrated a greater sensitivity to primary tumors, where it altered more genes than in metastatic tumors. Nevertheless, the main altered pathway was cell metabolism, with a significant emphasis on the process of ferroptosis among the genes modulated by Ocoxin in common in all the studied cancers. Moreover, it must be mentioned that Ocoxin exerted a varied effect in each cancer by acting on distinct pathways, which, considering tumor heterogeneity, might reflect the multi-target action of the compound. Although the primary process modulated by the supplement was cell metabolism, the effect of Ocoxin in metastatic tumors exerted a substantial effect on the cell cycle. Therefore, we can presume that the antitumor action of Ocoxin is, in part, attributable to mechanisms englobed in the UPR, ISR and metabolic alterations leading to cell death, which may also explain its supportive role in chemotherapy. Modulating those pathways could be a crucial strategy to provide more specific treatments in clinical settings and improve oncological therapies, especially in aggressive or treatment-resistant tumors. However, further studies are needed to delve into the antitumoral mechanism of Ocoxin.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE291188.

How the deposited data were processed for this re-analysis (not part of the article)

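RNA was sequenced from 24 libraries of 4 human cancer cell lines, SW620 (COAD), BxPC-3 (PAAD), LNCaP (PRAD) and HCC-70 (TNBC), with 3 control and 3 Ocoxin-treated libraries per cell line after 48 h. The cell line, treatment and replicate number of each library were taken from its title and labels and from the paper. The labels give the Ocoxin dilution for control libraries as well, so the letters for control and Ocoxin in the titles decided the group.

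The authors trimmed the reads with fastp, aligned them to hg38 with STAR, removed PCR duplicates with picard and counted reads per gene with featureCounts, version 2.0.3 according to the header of the tables. The deposited values are whole counts of primary alignments on exons per gene, without normalization, for 58051 genes in a table of the 6 PRAD libraries and a table of the COAD, PAAD and TNBC libraries. The PRAD table was made without the paired-end option and the other table with it, and neither run used the strand or counted read pairs as 1 fragment. Counts per library are therefore not comparable between both tables, and every fold change was computed between libraries of 1 cell line. The 37 mitochondrial genes hold 0 counts in every library. Primary alignments of reads that map to several places were counted, so values of near-identical paralogs, such as the metallothioneins, are uncertain, as are values of overlapping genes. Of the 58051 identifiers, 56948 matched a gene symbol. Coordinates and exonic lengths are those of the count tables (hg38), and gene types came from annotation release 44.

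The counts were analysed in R 4.3.3. Genes with low counts were removed with filterByExpr of edgeR 4.0.16, libraries were scaled with TMM, and each cell line was tested alone with the robust quasi-likelihood fit and the two-sided quasi-likelihood F-test of edgeR, with Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p under 0.05 were called altered, with no minimum fold change, because the methods of the paper name DESeq2 and a false discovery rate and its text gives no threshold. Expression levels are given as TMM-normalized counts (CPM), as mean ± SD of 3 libraries. Wilson intervals of 95% were computed for shares of genes, and they cover the counting of genes only. The fold against a group whose libraries all have 3 counts or fewer was given as a lower bound.

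Overlaps between cell lines were compared with 10000 random draws of gene lists of the same sizes, matched on mean expression in 10 groups. Gene sets were tested with camera of limma 3.58.1, two-sided, at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 52 tests of 13 sets in 4 cell lines, and again with fry and with an estimated correlation. The sets were S phase and G2/M genes, OXPHOS subunits, cytosolic ribosomal proteins, metallothioneins, caspases, ATF4 targets, NRF2 targets, ER chaperones, ferroptosis genes, sterol synthesis genes, hypoxia genes and the genes legible in Figure 3. They stand in for the KEGG classification, which was not repeated here. The sets that were defined by a symbol pattern (OXPHOS, ribosomal proteins, metallothioneins and caspases) were limited to protein-coding genes after pseudogenes were seen among their members. A short list of genes induced by the aryl hydrocarbon receptor was tested apart. The difference in response between PAAD and TNBC and COAD and PRAD was tested with an interaction term in a fit of all 24 libraries without the replicate block, and again without PRAD.

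Before the data were examined, the following choices were made: the test, the threshold, the gene sets, the rule for the genes named, the comparison with other splits of the libraries, and the alternatives. The rule named the 53 genes that the paper mentions for its RNAseq results, and in each cell line the altered genes with the largest increase and decrease (2 each) that had a mean CPM of at least 1 and no overlap between both groups. The alternatives were DESeq2 1.42.0, DESeq2 size factors within edgeR, no filter on low counts, at least 10 counts in every library, protein-coding genes only, all 24 libraries in 1 fit, the replicate number as a block, equal depth for all libraries, an adjusted p under 0.01, a minimum fold change of 2 or 1.5 with edgeR or DESeq2, and each library left out in turn. After the data were seen, 5 alternatives were added: counts of the paired libraries halved, removal of a trend of each library with gene length and GC content (a spline with 5 degrees of freedom), the same removal with the replicate block, a correction of the PRAD counts for reads with the same start, and the replicate number as a block in PAAD, PRAD and TNBC in the interaction fit. Over the 53 genes of the paper, 24 were altered in COAD, 25 in PAAD, 16 in PRAD and 25 in TNBC, and adjusted over the list alone 29, 34, 32 and 30 were. The authors chose this list on the same libraries, so the latter counts are not independent evidence.

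Whether the replicate numbers pair the libraries was checked with the correlation between a control and an Ocoxin library of the same number, after the mean of each group was subtracted, over genes with a mean log2 CPM of at least 3. The lowest and highest correlations were 0.28 and 0.59 in PAAD, 0.18 and 0.61 in PRAD, and 0.29 and 0.63 in TNBC, so the numbers pair the libraries of these cell lines, although neither the paper nor the labels say what a number marks. In COAD the correlations were 0.37, 0.059 and 0.48 for numbers 1, 2 and 3, so only number 2 fell short of the other cell lines. Its numbers were not treated as pairs, but the block raised its altered genes from 451 to 1925. Whether the COAD numbers pair the libraries stays open.

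Total counts per library ranged from 9063968 to 9520969 in PRAD and from 25160757 to 39009959 in the other cell lines. The edgeR and DESeq2 tests were run on simulated data, with counts drawn from the means, dispersions and library sizes of the real libraries and 200 genes with a mean of over 20 counts changed by known folds in each cell line. With edgeR, 80.5% to 88% of the changed genes were recovered, and 5.38% to 9.04% of the calls were false. DESeq2 recovered 80% to 88%, with 5.23% to 11.1% of its calls false. Of the 200 changed genes, 126 to 150 per cell line changed by 2-fold or more. The altered genes of the real data had median absolute log2 fold changes of 0.259 to 0.54. The simulated libraries were also drawn without pairing of replicates. These shares therefore do not give the recovery of the smaller changes called here. With 3 libraries per group, a split of 6 libraries into 3 and 3 cannot give a share under 0.1, and an exact test of a single gene cannot give a smaller p. The RT-qPCR, viability and protein network results of the paper were not analysed here.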

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

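Of the tests in this part, those on the separate counting of PRAD, with the replicate block in 1 fit of 24 libraries and on the summed counts of the metallothioneins were chosen after the result was seen. The list of genes induced by the aryl hydrocarbon receptor was written after CYP1A1 was seen and before the list was tested, and the adjustment of its p over the 4 cell lines was added after the values were seen.

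The response to Ocoxin differed between PAAD and TNBC on the one hand and COAD and PRAD on the other for 24 of the genes named here (edgeR adjusted p of 2.32e-06 to 0.0457 in 1 fit of 24 libraries). The log2 fold change was higher in PAAD and TNBC by 0.70 for ESPL1, 0.61 for RAD54L, 0.38 for AURKB, 0.35 for MCM5, 0.32 for BUB1B, 0.28 for BUB1, 0.26 for MCM2, 0.23 for TXNRD1, 0.21 for MCM7 and 0.17 for MCM3. It was also higher for MT1G, by 1.57, and for PKP1, by 0.42. The difference was negative for CYP1A1 (-2.36), ATF3 (-1.04), MT1F (-0.67), DDIT4 (-0.43), MT1X (-0.42), SLC39A10 (-0.39), PMAIP1 (-0.33), NQO1 (-0.31), ATP5MG (-0.28), ATP5MC3 (-0.24), ATP5F1E (-0.22) and ATP5PB (-0.19). ESPL1, RAD54L, MCM5 and AURKB also passed in each pair of cell lines across both groups, but other genes did not. For TXNRD1, COAD minus TNBC was -0.0224 and PRAD minus TNBC -0.0555 (edgeR adjusted p = 0.983 and 0.82). For SLC39A10, these values were 0.0113 and 0.1023. PAAD minus PRAD was 0.37 for MT1F and 0.11 for DDIT4 (edgeR adjusted p = 0.678 and 0.872), against the sign of the group difference. Overlapping genes share 25.1% of the exonic bases of RAD54L, 41.2% of those of DDIT4 and 23.2% of those of ATP5F1E, and paralogs share reads of the metallothioneins. PRAD had fewer counts and was counted separately, so the difference was also tested between PAAD and TNBC and COAD, which were counted together. ESPL1 and RAD54L still differed (edgeR adjusted p = 8.75e-05 and 0.000235), which argues against the separate counting as the whole cause for both genes. The edgeR adjusted p was above the threshold in this comparison for ATF3 (0.0582), BUB1 (0.119), SLC39A10 (0.0922), MCM2 (0.0905), MCM3 (0.498), NQO1 (0.913), PMAIP1 (0.0891), MT1G (0.39) and CYP1A1 (0.527), and the difference of PKP1 changed its sign (-0.74, edgeR adjusted p = 0.000967). The difference itself moved little for ATF3 (-0.99), BUB1 (0.22), SLC39A10 (-0.34) and PMAIP1 (-0.30). It was 0.18 for MCM2, 0.08 for MCM3, -0.03 for NQO1, 0.61 for MT1G and -0.44 for CYP1A1. Without PRAD but with the replicate block, BUB1, SLC39A10 and MCM2 passed (edgeR adjusted p = 0.0151, 0.0149 and 0.0113), and ATF3, MCM3, NQO1, PMAIP1, MT1G and CYP1A1 did not (0.0602, 0.291, 0.86, 0.0564, 0.114 and 0.148 with edgeR). The separate counting stays open for these 10 genes, less so for BUB1, SLC39A10 and MCM2. In the comparison with PRAD, the block kept the 24 genes past the threshold and added HMOX1, MTF1, MCM4, SLC3A2, TRIB3, ATP5F1C and NMRAL2P (edgeR adjusted p = 0.000973, 0.0294, 0.0056, 0.0456, 0.0298, 0.038 and 0.000329). Tumor stage stays open as well for the 24 genes, untested, since each group holds 2 cell lines that also differ in tissue and dilution.

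Among the gene sets, the same difference had a median of 0.20 for the S phase genes, 0.199 for the G2/M genes and 0.148 for the ATF4 targets on the log2 scale. It was -0.104 for the NRF2 targets, -0.0994 for the ER chaperones, -0.132 for sterol synthesis, -0.249 for hypoxia, -0.17 for the genes legible in Figure 3, -0.123 for OXPHOS and -0.146 for the ribosomal proteins. The camera adjusted p values ranged from 1.05e-21 to 0.00438, and with fry the NRF2 targets did not pass (fry adjusted p = 0.107). Pairs of cell lines were not tested for the sets. Against the group difference, the median of the ATF4 targets was lower in TNBC than in PRAD (0.164 against 0.2). That of the NRF2 targets was lower in COAD (0.101) than in PAAD (0.222) and TNBC (0.111), also against the group difference. The sets of ferroptosis genes, caspases and metallothioneins did not differ (camera adjusted p = 0.0814, 0.0812 and 0.722), nor did they with the replicate block (camera adjusted p = 0.0717, 0.0717 and 0.582, fry adjusted p = 0.0653, 0.0548 and 1). Without PRAD, the S phase and G2/M sets still differed (camera adjusted p = 1.87e-07 and 3.12e-10), although not with fry (fry adjusted p = 0.0725 and 0.0572), and the difference of the NRF2 targets changed its sign and did not pass (0.0384, camera adjusted p = 0.0626). This difference passed with the replicate block (0.0428, camera adjusted p = 0.0346), although not with fry (fry adjusted p = 0.208). The metallothioneins differed in this comparison (-0.794, camera adjusted p = 0.00042). The ATF4 targets, hypoxia, OXPHOS and ribosomal protein sets passed with camera and fry. The ER chaperones, sterol synthesis and Figure 3 sets passed with camera but not with fry (fry adjusted p = 0.112, 0.0725 and 0.0572). With the block, sterol synthesis passed with fry (fry adjusted p = 0.0348), and the ER chaperones and Figure 3 genes did not (0.0793 and 0.0687). The camera tests argue against the separate counting of PRAD as the whole cause for both cell cycle sets, while the fry tests passed with the replicate block (fry adjusted p = 0.00845 and 0.00447) and not without it. With the block, fry did not pass for the NRF2 targets and OXPHOS in the comparison with PRAD (fry adjusted p = 0.0548 each).

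Genes differed in their change by length, with a Spearman correlation across genes between log2 fold change and gene length of -0.23 in COAD, 0.2 in PAAD, 0.11 in PRAD and 0.35 in TNBC, and genes are not independent replicates. A trend with gene length and GC content was therefore removed from each library, together with the replicate block in PAAD and TNBC. After this, the OXPHOS set was still lower in PAAD and TNBC (camera adjusted p = 0.000261 and 9.09e-08), as were the ribosomal proteins in PAAD and TNBC (3.95e-15 and 5.68e-07), the hypoxia genes in TNBC (4.87e-72) and the sterol synthesis genes in TNBC (3.22e-06). With the trend removed and no block, the S phase and G2/M genes were still lower in COAD (camera adjusted p = 9.97e-17 and 5.44e-37). These values argue against such a trend as the whole cause. With the correlation between genes estimated, of these results the hypoxia genes in TNBC passed (camera adjusted p = 0.0378, range over its alternatives 4.87e-72 to 0.0378) and the others did not, which limits how firmly the sets can be read.

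The paper does not report on sterol synthesis and hypoxia genes, and both sets were lower with Ocoxin in several cell lines. The median log2 fold change of the sterol synthesis genes was -0.0899 in COAD, -0.118 in PAAD and -0.127 in TNBC (camera adjusted p = 0.000524, 4.12e-06 and 1.08e-05). In PRAD it was -0.00291 (camera adjusted p = 0.742). The hypoxia genes had medians of -0.165 in PAAD, -0.145 in PRAD and -0.426 in TNBC (camera adjusted p = 2.58e-09, 8.89e-08 and 1.27e-56), of which PRAD did not pass with fry (fry adjusted p = 0.0923, range over its alternatives 1.15e-09 to 0.302). In COAD the hypoxia median was -0.00327 (camera adjusted p = 0.143), and the gene set test of hypoxia in COAD passed without control replicate 2 (0.0344, range over its alternatives 0.0344 to 0.581), while its median changed its sign with DESeq2 size factors (0.00101). No biological explanation was tested for either set.

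The altered genes with the largest changes, apart from those of the paper, included metallothioneins. MT1G rose by 2.39 on the log2 scale in COAD and by 4.14 in PAAD (standard errors 0.2 and 0.213, edgeR adjusted p = 1.78e-06 and 2.77e-08), and MT1M by 1.91 in PAAD and 2.49 in TNBC (standard errors 0.166 and 0.28, edgeR adjusted p = 2.73e-06 and 0.000117). At equal depth the call of MT1M in TNBC was lost (edgeR adjusted p = 0.341, range over its alternatives 1.35e-14 to 0.341). Near-identical paralogs share reads, so the counts of the 19 metallothionein genes were summed. The sum rose by 0.923 in COAD, 0.686 in PAAD and 0.361 in TNBC (edgeR adjusted p = 3.35e-10, 1.01e-05 and 0.00023), which argues against reads moving between paralogs as the whole cause, while the share of a single gene such as MT1G stays uncertain. Ocoxin contains zinc according to the paper, and an induction by zinc may explain the rise, a hypothesis that these libraries do not test.

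CYP1A2 rose by 5.46 in PRAD (standard error 0.285, edgeR adjusted p = 0.000566) and CYP1A1 by 2.02 in TNBC (standard error 0.1, edgeR adjusted p = 4.05e-05). Both calls held in each fit that left out 1 library. CYP1A1 also rose in COAD and PRAD, by 1.18 and 5.06 (edgeR adjusted p = 0.000247 and 0.000566), and changed by -0.50 in PAAD (edgeR adjusted p = 0.123). Both genes are induced by the aryl hydrocarbon receptor, so other genes that it induces (AHRR, ALDH3A1, CYP1B1, TIPARP and UGT1A6) were tested as a list. In PRAD 2 of the 5 could be tested and both rose, with a median of 1.02 (camera adjusted p over the 4 cell lines = 0.00567, fry adjusted p = 0.0352). In TNBC 4 of 5 rose, with a median of 0.42 (camera adjusted p = 0.000535, fry adjusted p = 0.000654). There ALDH3A1, CYP1B1 and UGT1A6 were upregulated. AHRR hardly changed, by 0.0033, and TIPARP changed by -0.0455 (edgeR adjusted p = 0.992 and 0.575). The list also rose in COAD (4 of 4 tested, median 0.345, camera adjusted p = 1.74e-06) and PAAD (4 of 5, median 0.255, camera adjusted p = 0.000535). An activation of the receptor by Ocoxin is a candidate explanation, found and tested on the same libraries. The change of CYP1A1 in PAAD is not explained by it. This change did not pass the threshold in the main fit. CYP1A1 was altered in all 4 cell lines, PAAD among them, with the replicate block and without the filter on low counts. The same held without control replicate 1 and without Ocoxin replicate 3.

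Of the other large changes, NMRAL2P in PRAD was at least 15.9-fold higher, with 0 to 2 counts in controls and 14 to 93 with Ocoxin. Its fitted log2 fold change of 5.92 (standard error 1.18, edgeR adjusted p = 0.044) depends on the prior count, and the call was lost in 5 of the 6 fits that left out 1 library, at most at an edgeR adjusted p of 0.137 without control replicate 2 (range over its alternatives 7.58e-06 to 0.137). PKP1 in PRAD changed by -1.69 (standard error 0.238, edgeR adjusted p = 0.0195), and its edgeR adjusted p was 0.0826 without control replicate 2, 0.0579 without control replicate 3 and 0.096 without Ocoxin replicate 2 (range over its alternatives 1.38e-07 to 0.096). ENSG00000269889 in PRAD, with 29.3% of its exonic bases shared, changed by -1.63 (standard error 0.231, edgeR adjusted p = 0.02), a call lost in 4 of the 6 fits, at most at 0.0967 without Ocoxin replicate 2 (range over its alternatives 4.97e-05 to 0.0967). FBXL19-AS1 in COAD changed by -0.67 (standard error 0.155, edgeR adjusted p = 0.0207), a call lost in 4 of the 6 fits, at most at 0.133 without control replicate 1, and at equal depth (edgeR adjusted p = 0.58, range over its alternatives 0.00066 to 0.58). SPRR2E and CLDN8 changed by -2.67 and -1.85 in PAAD (standard errors 0.291 and 0.154, edgeR adjusted p = 3.15e-05 and 1.77e-06), and TCF19 and CASP14 by -3.65 and -3.37 in TNBC (standard errors 0.215 and 0.143, edgeR adjusted p = 5.63e-07 and 7.02e-05). For each of these genes, and for MT1G, MT1M, CYP1A1 and CYP1A2 in the cell lines where they are given with a standard error, the 3 Ocoxin libraries lay on the same side of the 3 controls, which chance gives for 10% of genes and which the rule for naming them requires. No explanation was tested for NMRAL2P, PKP1, ENSG00000269889, FBXL19-AS1, SPRR2E, CLDN8, TCF19 and CASP14.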

How the results depend on the processing

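The alternatives with a trend removed, with counts halved, with corrected PRAD counts and with the replicate block in 1 fit of 24 libraries were chosen after the data were seen. No test of a named gene or gene set in a cell line passed with the opposite sign under an alternative. The share of altered genes that rose fell below 50% under some alternatives in COAD, PAAD and PRAD, as given below. A change of sign between values that were both above the threshold was not counted as a change.

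In COAD, PAAD, PRAD and TNBC, 451, 1440, 508 and 3644 genes were altered, and 57.4%, 56.6%, 80.5% and 46% of them rose. DESeq2 left the counts within 1.5 times of these, with shares of 49.5% in COAD and 71.9% in PRAD. Without the filter on low counts, 734 genes were altered in COAD and 1092 in PRAD, where 63.2% rose. At least 10 counts in every library gave a share of 63.3% in COAD, protein-coding genes alone 47.6% in TNBC, and DESeq2 size factors 76.3% in PRAD. With 24 libraries in 1 fit, 288 genes were altered in COAD and 998 in PRAD, with shares of 64.9%, 50.4%, 59.2% and 38.7%. At equal depth, 63, 465 and 891 genes were altered in COAD, PAAD and TNBC, with shares of 76.1% in PRAD and 43.4% in TNBC, and fewer counts limited these calls. PRAD had 486, a value that cannot be ranked against the others, since a fragment gives 1 count in PRAD and 2 in the other cell lines. Halved counts gave a share of 64% in COAD. Apart from the equal depth, the cause was not tested.

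With the replicate block, 1925, 3998, 1451 and 5878 genes were altered, with shares of 44.9%, 52.3%, 68.4% and 48%. The COAD values are given although its numbers were not treated as pairs. With the trend removed, 928, 2371 and 1923 genes were altered in COAD, PAAD and PRAD, with shares of 45.2%, 47.7% and 35%, and of 44% in TNBC. With block and trend removed, the counts were 2420, 3385, 4885 and 5552, with shares of 40.8%, 46.3% and 33.3% in COAD, PAAD and PRAD. The cause was not tested.

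Stricter thresholds pass fewer genes by construction. An adjusted p under 0.01 left 143, 569, 5 and 1771 genes, with shares of 65% in COAD, 100% in PRAD and 43.5% in TNBC. A minimum change of 2-fold left 33, 100, 124 and 176 genes (93.9%, 43% and 96% up in COAD, PAAD and PRAD), and of 1.5-fold 104, 287, 239 and 484 (95.2%, 51.2% and 95%). With DESeq2 the 2-fold minimum left 19, 65, 160 and 71 genes (100%, 41.5%, 94.4% and 31%), and the 1.5-fold minimum 82, 238, 289 and 344 (97.6%, 50.8%, 92.4% and 43.3%).

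Across the fits that each left out 1 library, 121 to 782 genes were altered in COAD, 641 to 1715 in PAAD, 3 to 398 in PRAD and 2285 to 3864 in TNBC. The counts without control replicates 1, 2 and 3 and Ocoxin replicates 1, 2 and 3 were 140, 138, 782, 547, 121 and 338 in COAD, 961, 800, 1715, 685, 641 and 1407 in PAAD, 182, 7, 37, 100, 3 and 398 in PRAD, and 2645, 2296, 2951, 2285, 2333 and 3864 in TNBC. The shares ranged from 45.3% to 80.2%, 50.8% to 61.1%, 79.1% to 100% and 42.7% to 47.3%. Fewer libraries limit these fits.

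The 6 genes altered in all 4 cell lines became 12 with DESeq2, 13 without the filter, 14 in 1 fit, 66 with the block, 2 at equal depth, 22 with the trend removed and 181 with block and trend removed. An adjusted p under 0.01 left 0 (2818 to 5824 genes per cell line had an unadjusted p under 0.05), as did the 2-fold minimum with edgeR or DESeq2, and the 1.5-fold minimum left 1 with either. With 1 replicate number left out, 0 to 8 were common, with 0 without control replicate 3 or Ocoxin replicate 2, 1 without control replicate 1 or 2 or Ocoxin replicate 1, and 8 without Ocoxin replicate 3. The 517 genes altered in both PAAD and TNBC became 1970 with the block, 115 at equal depth, 830 with the trend removed, 1657 with block and trend removed, 152 at an adjusted p under 0.01, 5 and 34 with the 2-fold and 1.5-fold minimum, and 3 and 28 with these and DESeq2. They were 184 to 591 with 1 replicate number left out, with 278 and 240 without control replicates 1 and 2, and 194 and 184 without Ocoxin replicates 1 and 2. The cause was not tested, apart from depth and thresholds.

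Of the sets of S phase, G2/M and OXPHOS genes, the G2/M set of PAAD passed with the block (camera adjusted p = 0.0379). With the correlation between genes estimated, the camera adjusted p was 0.171 for S phase and 0.0655 for G2/M in COAD, 0.433 for OXPHOS in PAAD, 0.171, 0.289 and 0.171 for S phase, G2/M and OXPHOS in PRAD, and 0.171 for OXPHOS in TNBC. With fry, the adjusted p was 0.0755 for OXPHOS in PAAD and 0.0859 for G2/M in PRAD. Across the fits that left out 1 library, the camera adjusted p of S phase ranged from 6.27e-18 to 1.71e-07 in COAD, 0.0724 to 0.945 in PAAD, 1.89e-35 to 5.59e-20 in PRAD and 0.371 to 0.937 in TNBC. That of G2/M ranged from 1.86e-33 to 6.9e-19, 0.000616 to 0.679, 2.04e-25 to 1.18e-14 and 0.458 to 0.871, and that of OXPHOS from 0.000855 to 0.969, 7.72e-10 to 0.000673, 0.000754 to 0.00446 and 4.23e-13 to 9.91e-11. The gene set test of OXPHOS in COAD passed without control replicate 3 (camera adjusted p = 0.000855) and without Ocoxin replicate 1 (0.00169), and the gene set test of G2/M in PAAD without control replicate 1 (0.00161) and Ocoxin replicate 3 (0.000616).

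For the named genes, 907 values under alternatives set at the start kept their side of the threshold, 75 became stronger and 58 weaker. Under the added alternatives 557 kept it, 67 became stronger and 3 weaker, and with 1 library left out 1061 kept it, 178 became weaker and 21 stronger. For the other gene set tests, these counts were 130, 1 stronger and 29 weaker, then 116, 1 stronger and 3 weaker, and then 230, 5 stronger and 5 weaker. In COAD, the block brought ATF3 (edgeR adjusted p = 0.00227), GPX4 (0.0114), MCM3 (0.00604), MCM4 in COAD (0.00254), MCM7 (0.00148) and SLC7A11 in COAD (0.0217) past the threshold, where without it the edgeR adjusted p was 0.0624 to 0.262. In PRAD the metallothionein set passed with the block (camera adjusted p = 0.0106), and MT1X did in PAAD (edgeR adjusted p = 0.00658). The block also brought CYP1A1 in PAAD past the threshold, where without it the edgeR adjusted p was 0.123. In PAAD, PRAD and TNBC, the block changed no other call of the sets than these and those given with the genes. The same holds for the named genes in the cell lines for which they were named. A gene that an alternative could not test has no value under it.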

Differences from the paper's values

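The paper gives 13 genes altered in all 4 cell lines, against 6 here. Of the alternatives set before the data were examined, DESeq2 gave 12 genes, no filter on low counts 13 and all 24 libraries in 1 fit 14, all within 1.5 times the paper's number. The other alternatives set before the data were examined gave 6 genes (at least 10 counts in every library, protein-coding genes, DESeq2 size factors), 66 (replicate block), 2 (equal depth), 1 (a minimum of 1.5-fold with edgeR or DESeq2), 0 to 8 with 1 replicate number left out (0 without control replicate 3 or Ocoxin replicate 2), and 0 at an adjusted p under 0.01 or with a minimum of 2-fold, while 2818 to 5824 genes per cell line had an unadjusted p under 0.05. Of the alternatives chosen after the data were seen, halved counts and corrected PRAD counts gave 6, trend removal 22 and block with trend removal 181. Of the 13 genes of the paper, 12 were among those with DESeq2, 5 without the filter, 8 in 1 fit, 12 with the trend removed and 13 with the block.

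The paper calls HMOX1 altered in the 4 cancers, and HMOX1 in PAAD had an edgeR adjusted p of 0.0521, range over its alternatives 0.0028 to 0.347. With edgeR it passed with the block (adjusted p = 0.0028), without Ocoxin replicate 3 (0.0179), and under alternatives chosen after the values were seen, trend removal (0.0189) and block with trend removal (0.00598). RAD54L in PAAD (edgeR adjusted p = 0.0535, range over its alternatives 0.00378 to 0.357) passed with DESeq2 (0.0447), in 1 fit (0.0396), with the block (0.00378), and with the trend removal chosen after the values were seen without and with block (0.0223 and 0.00626). In PRAD, 5 genes that the paper calls altered in the 4 cancers did not pass with edgeR. SESN2 in PRAD (edgeR adjusted p = 0.0764, range over its alternatives 0.00041 to 0.212) passed with DESeq2 (0.0128), in 1 fit (0.00701), with the block (0.032), without Ocoxin replicate 3 (0.038), and with the trend removal chosen after the values were seen (0.0265, with block 0.00041). MT1F in PRAD (edgeR adjusted p = 0.0878, range over its alternatives 0.000168 to 0.234) did so at 0.0114, 0.000807, 0.00844, 0.038, 0.0396 and 0.000168 under the same settings, of which the last 2 were chosen after the values were seen. SLC30A1 in PRAD (edgeR adjusted p = 0.0746, range over its alternatives 0.00133 to 0.199) passed with DESeq2 (0.00253), in 1 fit (0.00133), with the block (0.0193), and with the trend removal chosen after the values were seen (0.0386, with block 0.0174). ESPL1 in PRAD (edgeR adjusted p = 0.0656, range over its alternatives 0.00105 to 0.154) passed with DESeq2 (0.00241), in 1 fit (0.00105), with the block (0.023), without Ocoxin replicate 1 (0.0427), and with the trend removal chosen after the values were seen (0.0231, with block 0.0158). KIF20A in PRAD (edgeR adjusted p = 0.0777, range over its alternatives 0.000238 to 0.19) passed with DESeq2 (0.00677), in 1 fit (0.000683), with the block (0.0145), and with the trend removal chosen after the values were seen (0.0274, with block 0.000238), and KIF20A in TNBC (0.0526, range over its alternatives 0.00138 to 0.188) with DESeq2 (0.0453), with the block (0.00138), without Ocoxin replicate 2 (0.0372) and with the block and trend removal chosen after the values were seen (0.00251).

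The text of the paper lists MTF1 among the genes upregulated in the 4 cancers, where its Table 4 gives MT1F. MTF1 in PAAD was upregulated (edgeR adjusted p = 0.031, not past the threshold at equal depth or in 5 of 6 fits that left out 1 library, at most 0.112 without Ocoxin replicate 2, range over its alternatives 0.000432 to 0.331) and MTF1 had a negative log2 fold change in COAD (-0.14). MTF1 in PRAD passed with the block (edgeR adjusted p = 0.0321, range over its alternatives 0.0321 to 0.386) and with the block and trend removal chosen after the values were seen (0.042), and MTF1 in TNBC with the block (0.0108, range over its alternatives 0.0108 to 0.525) and with halved counts, an alternative chosen after the values were seen (0.0498), while MTF1 in COAD passed under no setting run. 1 sentence of the paper gives ESPL1 and RAD54L as upregulated in PRAD and TNBC, while its Figure 5 legend and its RT-qPCR results name PAAD and TNBC, the cell lines in which both genes had positive log2 fold changes here.

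The paper states that Ocoxin upregulated ATF4 in PAAD, where its edgeR adjusted p was 0.0527 (range over its alternatives 4.26e-05 to 0.222). ATF4 in PAAD passed with DESeq2 (0.0224), in 1 fit (0.00506), with the block (4.26e-05), without control replicate 1 (0.027), without Ocoxin replicate 3 (0.0238), and with the trend removal chosen after the values were seen (0.00459, with block 0.00012). The paper lists ATP5PF among the downregulated OXPHOS genes, and ATP5PF in PAAD, with 23.1% of its exonic bases shared, had an edgeR adjusted p of 0.0512 (range over its alternatives 0.00137 to 0.212). It passed with DESeq2 (0.0338), in 1 fit (0.0422), with the block (0.00137), without control replicate 3 (0.0495), without Ocoxin replicate 3 (0.0335), and with alternatives chosen after the values were seen, halved counts (0.0469) and trend removal (0.0181, with block 0.00165). SIRT7 and HSPD1 are given by the paper as overexpressed in PAAD and TNBC. SIRT7 in PAAD (edgeR adjusted p = 0.0539, range over its alternatives 0.00107 to 0.756) passed with DESeq2 (0.0342), with the block (0.00107), without Ocoxin replicate 3 (0.0116) and with the block and trend removal chosen after the values were seen (0.0256), and HSPD1 in TNBC (0.055, range over its alternatives 0.000406 to 0.171) with DESeq2 (0.038), with the block (0.000406), without Ocoxin replicate 2 (0.0362) and with the trend removal chosen after the values were seen (0.0193, with block 0.000553). SIRT7 in TNBC (log2 fold change -0.06) and HSPD1 in PAAD (-0.01) passed under no setting run.

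The paper gives SLC7A11 as altered in PRAD, PAAD and COAD. It was altered in PAAD, PRAD and TNBC here. SLC7A11 in PRAD did not pass without control replicate 2 (edgeR adjusted p = 0.0826), Ocoxin replicate 1 (0.0732) or Ocoxin replicate 2 (0.106), within a range over its alternatives of 4.49e-09 to 0.106, and SLC7A11 in COAD (edgeR adjusted p = 0.17, range over its alternatives 0.00471 to 0.404) passed with the block (0.0217) and with the block and trend removal chosen after the values were seen (0.00471). NUAK1 is given as not altered, and NUAK1 in PRAD had an edgeR adjusted p of 0.0467, which was above the threshold with DESeq2 (0.0704), in 1 fit (0.0553) and in each fit that left out 1 library, at most 0.15 without Ocoxin replicate 2 (range over its alternatives 0.00214 to 0.15). The paper states that caspases were unchanged or downregulated, and CASP2 rose in TNBC (log2 fold change 0.16, edgeR adjusted p = 0.0113), a gene singled out after its values were seen. PTTG1 is given as downregulated in TNBC and PAAD, and PTTG1 in PAAD (edgeR adjusted p = 0.499) passed under no setting run.

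The paper gives cell cycle genes as downregulated in COAD and PRAD, of which MCM3, MCM4 and MCM7 in COAD and MCM2, MCM3, BUB1, BUB1B and AURKB in PRAD did not pass with edgeR. MCM3 in COAD (edgeR adjusted p = 0.0912), MCM4 in COAD (0.064) and MCM7 in COAD (0.0624), with ranges over their alternatives of 0.000253 to 0.381, 0.00169 to 0.404 and 8.6e-06 to 0.23, passed with DESeq2 (0.0425, 0.0199 and 0.0296), with the block (0.00604, 0.00254 and 0.00148), and with the trend removal chosen after the values were seen (0.015, 0.0482 and 0.00724, with block 0.000253, 0.00169 and 8.6e-06). MCM2 in PRAD, MCM3 in PRAD, BUB1 in PRAD, BUB1B in PRAD and AURKB in PRAD (edgeR adjusted p = 0.0814, 0.0736, 0.113, 0.0833 and 0.0746), with ranges over their alternatives of 7.04e-05 to 0.243, 0.000205 to 0.234, 0.000171 to 0.231, 0.000247 to 0.232 and 0.00117 to 0.159, passed with DESeq2 (0.0175, 0.0246, 0.0398, 0.0398 and 0.04), in 1 fit (0.000458, 0.000453, 0.00332, 0.00897 and 0.00117) and with the block (0.00683, 0.0146, 0.0258, 0.026 and 0.0455). They also passed with the trend removal chosen after the values were seen (edgeR adjusted p = 0.0362, 0.0276, 0.0336, 0.0238 and 0.031, with block 7.04e-05, 0.000205, 0.000171, 0.000247 and 0.00456), and MCM2, MCM3 and BUB1B without Ocoxin replicate 3 (0.0495, 0.0299 and 0.0468). CDKN2B in PRAD, given as upregulated (edgeR adjusted p = 0.0775, range over its alternatives 0.000526 to 0.186), passed with DESeq2 (0.00213), in 1 fit (0.00485), with the block (0.0129), without Ocoxin replicate 3 (0.0496), and with the trend removal chosen after the values were seen (0.0381, with block 0.000526). The paper also states that most cell cycle genes of COAD and PRAD were upregulated, whereas 41 of 43 S phase genes and 53 of 54 G2/M genes decreased in COAD, and 43 of 43 and 53 of 54 in PRAD.

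The paper states that more genes were altered in the primary tumors. PAAD had more altered genes than PRAD here (1440 against 508, and with 1 library left out 641 to 1715 against 3 to 398, both lowest without Ocoxin replicate 2), but fewer at equal depth (465 against 486, where a fragment gives 2 counts in PAAD and 1 in PRAD, so fragments were not equal), and with a minimum of 2-fold (100 against 124, with DESeq2 65 against 160) or with DESeq2 and a minimum of 1.5-fold (238 against 289). TNBC had more than PRAD here (3644 against 508), but fewer with DESeq2 and a minimum of 2-fold (71 against 160). With the replicate block and trend removal, chosen after the values were seen, PRAD had more than PAAD (4885 against 3385) but fewer than TNBC (5552).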

Other observations

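In this part, the comparison of TNBC with the replicate block and with COAD and PAAD alone, the draws of sampling noise in PRAD, and the requirement that the ratio stay on 1 side of 1.5 in each of 6 fits that left out 1 replicate number, were chosen after the result was seen.

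Each of the 10 splits of the 6 libraries of a cell line into 3 and 3 was tested. The real split gave the most altered genes in COAD, PAAD, PRAD and TNBC, so 1 of the 10 splits gave as many in each, a share of 0.1 that 10 splits cannot go below. In PAAD, PRAD and TNBC the other 9 splits gave 0 altered genes, with 186 to 1287, 143 to 1691 and 148 to 998 genes at an unadjusted p under 0.05, against 3946, 3547 and 5824 in the real split. Of the 10 splits, 4 part each of the 3 pairs of equal number, the real one among them, and the other 3 of these gave at most 245, 411 and 203 genes at an unadjusted p under 0.05, while the remaining 6 part 1 pair. In COAD, the split of control replicates 1 and 2 and Ocoxin replicate 1 from the other libraries gave 252 altered genes, with 2776 genes at an unadjusted p under 0.05 against 2818 in the real split. The other COAD splits gave at most 1 altered gene, with 236 to 866 genes at an unadjusted p under 0.05. The split with 252 genes kept both libraries of number 1 apart from both of number 3. The split of control replicate 1 and Ocoxin replicates 1 and 2 did so as well and gave 1 altered gene. Whether a difference between replicates plays a part stays open, and the labels do not give what sets these libraries apart.

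TNBC had 2.53 times as many altered genes as the cell line with the next highest count, and 1.72 to 3.64 times across the 6 fits that each left out 1 replicate number. A ratio that stays above 1.5 was taken to argue against an explanation as the whole cause. With the counts of the paired libraries halved it was 2.54 (1.76 to 3.68), but TNBC and PAAD were halved alike, so this does not decide whether the counting of both reads of a pair plays a part. At equal depth the ratio was 1.83 (1.37 to 2.69) with PRAD as the next highest, and 1.92 (1.37 to 2.69) against the higher of COAD and PAAD, which were counted together with TNBC. It was 1.61 with a shared spread in 1 fit (1.3 to 2.09), 1.52 with the trend with gene length and GC content removed (1.28 to 2.15) and 1.47 with the replicate block (1.33 to 1.8). Since these ranges hold values on both sides of 1.5, depth, a smaller spread between replicates, the trend and the differences between replicates each may account for part of the excess of TNBC. With the block at equal depth the ratio was 1.19, and with block and trend removal 1.14, both against PRAD, while it was 1.45 and 1.64 against the higher of COAD and PAAD. Against PRAD these ratios are less certain, since a fragment gives 1 count there and 2 in TNBC. A stronger response of TNBC cells to Ocoxin stays open beside these.

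No PRAD gene had more than 0.995 counts per exonic base. Thinned to the total of the smallest PRAD library, the other 18 libraries still had genes with at least 9.03 counts per exonic base, which argues against fewer counts as the cause. PRAD genes with more than 0.5 counts per base had a median variance over mean between replicates of 0.672, against 2.45 for genes of like count with under 0.1 counts per base. Sampling noise alone, drawn 2000 times for the same genes and libraries, gave a median of 0.841 (95% of draws 0.693 to 0.997), and 23 draws were as low as 0.672. The value lies just under this range, and it suggests that PRAD reads with the same start were collapsed into 1, which would compress changes of short, abundant genes in PRAD. A correction for this gave 543 altered genes in PRAD.

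Among the metallothioneins, the set had median log2 fold changes of 1.26 in COAD (8 of 8 genes rose), 1.69 in PAAD (7 of 7), 0.366 in PRAD and 0.702 in TNBC (5 of 6), with camera adjusted p values of 2.13e-53, 2.61e-36, 0.143 and 2.29e-14. With the correlation between genes estimated, TNBC did not pass (camera adjusted p = 0.0723, range over its alternatives 2.7e-19 to 0.0723). The summed counts of the family in PRAD rose by 0.35 (edgeR adjusted p = 0.351). The gene set test of metallothioneins in PRAD passed with the replicate block (camera adjusted p = 0.0106) and without Ocoxin replicate 3 (0.00289), within a range of 0.00289 to 0.624 over its alternatives. MT2A changed by 0.79, 0.60, 0.24 and 0.27 in COAD, PAAD, PRAD and TNBC (edgeR adjusted p = 3.82e-09, 8.31e-05, 0.388 and 0.00151). MT1E changed by 1.62 in COAD, 0.77 in PAAD and 0.90 in TNBC (edgeR adjusted p = 2.3e-10, 1.86e-06 and 1.21e-05). MT1X changed by 1.10, 0.30, -0.01 and -0.07 (edgeR adjusted p = 3.21e-06, 0.0755, 0.985 and 0.416), and in PAAD its edgeR adjusted p was 0.00658 with the block (range over its alternatives 0.00491 to 0.781). MT1H rose by 3.69 in PAAD (edgeR adjusted p = 0.00419) and was not tested in COAD, with 0 counts in controls and 2 to 6 with Ocoxin. Near-identical paralogs share reads of these genes.

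The ribosomal proteins had median log2 fold changes of 0.101 in COAD, -0.137 in PAAD, -0.0462 in PRAD and -0.118 in TNBC (camera adjusted p = 4.96e-10, 1.22e-10, 0.000179 and 2.14e-09), and with fry COAD and PAAD did not pass (fry adjusted p = 0.226 and 0.152, ranges over their alternatives 1.16e-18 to 0.482 and 1.22e-18 to 0.482). The OXPHOS genes had medians of 0.0181 in COAD and -0.054 in PRAD (camera adjusted p = 0.292 and 0.00109), and the COAD median changed its sign with the trend removed (-0.00625). The gene set test of OXPHOS in COAD passed without control replicate 3 (camera adjusted p = 0.000855) and Ocoxin replicate 1 (0.00169), within a range over its alternatives of 0.000855 to 0.969. GSTA1 changed by -1.09 in PAAD and 0.30 in PRAD (edgeR adjusted p = 0.164 and 0.338), and GSTA2 by 0.15 in PRAD (edgeR adjusted p = 0.756), while GSTA2 in TNBC was not tested, with 2 to 12 counts in controls and 0 to 2 with Ocoxin. SRXN1, with 85% of its exonic bases shared with other genes, changed by 0.17 in COAD and 0.41 in PAAD (edgeR adjusted p = 0.884 and 0.626). MT1B had at most 1 count in each library. ADM5, with 36.2% shared, changed by 0.02, 0.13, 0.03 and 0.10 (edgeR adjusted p = 0.977, 0.85, 0.949 and 0.901).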
